# Transcriptomic Analysis of *Petunia hybrida* in Response to Salt Stress Using High Throughput RNA Sequencing

**DOI:** 10.1371/journal.pone.0094651

**Published:** 2014-04-10

**Authors:** Gonzalo H. Villarino, Aureliano Bombarely, James J. Giovannoni, Michael J. Scanlon, Neil S. Mattson

## Abstract

Salinity and drought stress are the primary cause of crop losses worldwide. In sodic saline soils sodium chloride (NaCl) disrupts normal plant growth and development. The complex interactions of plant systems with abiotic stress have made RNA sequencing a more holistic and appealing approach to study transcriptome level responses in a single cell and/or tissue. In this work, we determined the *Petunia* transcriptome response to NaCl stress by sequencing leaf samples and assembling 196 million Illumina reads with Trinity software. Using our reference transcriptome we identified more than 7,000 genes that were differentially expressed within 24 h of acute NaCl stress. The proposed transcriptome can also be used as an excellent tool for biological and bioinformatics in the absence of an available *Petunia* genome and it is available at the SOL Genomics Network (SGN) http://solgenomics.net. Genes related to regulation of reactive oxygen species, transport, and signal transductions as well as novel and undescribed transcripts were among those differentially expressed in response to salt stress. The candidate genes identified in this study can be applied as markers for breeding or to genetically engineer plants to enhance salt tolerance. Gene Ontology analyses indicated that most of the NaCl damage happened at 24 h inducing genotoxicity, affecting transport and organelles due to the high concentration of Na^+^ ions. Finally, we report a modification to the library preparation protocol whereby cDNA samples were bar-coded with non-HPLC purified primers, without affecting the quality and quantity of the RNA-seq data. The methodological improvement presented here could substantially reduce the cost of sample preparation for future high-throughput RNA sequencing experiments.

## Introduction

Abiotic stress is the negative effect on living organisms of non-living factors such as high temperature, drought and salinity. Abiotic stress affects normal plant growth and development and severely reduces agricultural productivity. Abiotic stressors, especially salinity and drought, are the primary cause of crop loss worldwide, leading to 50% average yield reductions per year for major crops [1], [2].

Due to the important role of the Solanaceae family in agronomic and ornamental crops, holistic-scale approaches have been used to examine salt tolerance in this family. Root proteomic profiling in four tomato (*Solanum lycopersicum*) accessions (Roma, Super Marmande, Cervil and Levovil) was conducted in response to short-term stress by exposing hydroponically grown plants to 100 mM NaCl [3], and a cDNA microarray was used on two cultivated tomato genotypes (LA2711 and ZS-5) growing hydroponically under 150 mM NaCl to study gene expression in early stages of development in tomato plants [4].

RNA-seq offers several advantages over existing technologies; it requires neither previous genome annotation nor pre-synthesized nucleotide as probes and it is not limited by Expressed Sequence Tag (EST) availability [5]. Transcriptome sequences can be reconstructed by *de novo* assembling millions of short DNA sequences (reads) [6] enabling downstream analysis such as novel gene discovery or expression profile analysis [7], [8]. The assembly of DNA reads into a meaningful transcriptome can be performed with different *de novo* assemblers such as Trinity [9], Trans-ABySS [10], and SOAPdenovo-trans [11]. Thus, RNA-seq has become the method of choice to carry out transcriptomic analysis in both model and non-model organisms [12].

*De novo* transcriptomes have been successfully performed through the Illumina platform in a variety of non-model species, including *Lupinus albus* (lupin) [13], *Cicer arietinum* (chickpea) [14], *Ipomoea batatas* (sweetpotato) [15] and *Medicago sativa* (alfalfa) [16], to name a few. Zenoni *et al.* (2011) used 454 sequencing to generate *de novo* assembled transcriptomes separately for *Petunia axillaris* and *Petunia inflata*, parental species of *Petunia hybrida,* to develop microarray chips for transcriptomic analyses to study seed coat defects in a *P. hybrida* mutant [17]. Paired-end read sequencing libraries are widely used in transcriptomic studies to reduce the occurrence of *de novo* mis-assembled reads into artificial contig sequences and chimeras [18], and strand-specific libraries improves RNA-seq by accurately identifying antisense transcripts and boundaries of closely situated genes [19].

The objective of this study was to carry out the first, to our knowledge, whole-transcriptome expression profiles of transcripts through RNA-seq in any Solanaceae plant grown under salinity conditions. Utilizing our newly developed gene index and expression patterns, we identified new candidate genes whose expressions are highly induced as a response to NaCl. We hypothesized that plant response will parallel drought stress in the short term (6 h) and in the longer term (24 h) plant response will be directed to control ion uptake and eliminating toxic ion concentration in the cytoplasm. We hypothesize that short term responses should evidence the up-regulation of Heat Shock Proteins, stress hormones (ABA, ethylene) and signaling transduction components. In this work we also present the most in-depth *Petunia hybrida* reference transcriptome by paired-end sequencing cDNA libraries. The novel transcriptome, available at the SOL Genomics Network (SGN) http://solgenomics.net [20], can be used as an excellent tool for biological and bioinformatic inferences in the absence of an available *Petunia* genome.

Transcriptomic gene expression has shed light on novel salt stress mechanisms and differentially expressed genes related to salt stress previously undescribed. While the predominant focus of our work is on transcriptomic analyses for salt stress, a secondary objective was to test the utility of a cost saving modification for RNA-seq library construction with non-HPLC purified primers, which has the potential to greatly reduce the cost of library preparation for future RNA-seq-based-experiments.

## Materials and Methods

### Plant material and salt treatments

*Petunia x hybrida* cv. ‘Mitchell Diploid’ were germinated in a soilless substrate (Metromix 280, Sun Gro Horticulture LTD.,Vancouver, Canada) for 3 weeks. After seedlings were ca. 8 cm tall and well rooted, 60 seedlings were selected for uniformity. Roots were washed to remove substrate and seedlings were secured in rockwool around the stem base and placed into 4 L containers in solution culture (one plant per container). The nutrient solution used was a modified Hoagland's solution (4 mM KNO_3_, 1 mM MgSO_4_, 1 mM NH_4_H2PO_4_, 4 mM Ca(NO_3_)_2_•4H_2_O, 18 μM Fe-EDDHA, 2 μM CuSO_4_•5H_2_O, 4 μM ZnSO_4_•7H_2_O, 0.2 μM H_2_MoO_4_•H_2_O, 28 μM MnCl_2_•4H_2_O, 4 μM H_3_BO_3_) prepared in reverse osmosis filtered water. The solution was kept aerated by continuously bubbling air into each container using an aquarium pump to maintain oxygen saturation. After 1 week of establishment in the hydroponic systems, 20 containers were selected for uniformity and transferred to a growth chamber (200 μmol light 12 h/d, 22°C day/night and 45% relative humidity). The 20 plants were selected based on phenotype (similar size, number of branches, height, and absence of nutritional or biotic disorders), and developmental stage (first flower initiation). After one week of growth chamber acclimation, the two least representative plants for each treatment were discarded from the experiment. The remaining eighteen plants were randomly divided into two groups of nine containers. The control group received the Hoagland's solution with no added NaCl, the salt treatment group received Hoagland's solution amended with 150 mM NaCl. Containers were distributed randomly throughout the growth chamber.

### Tissue sample and RNA isolation

To reduce plant-to-plant variability, we established three groups of three randomly selected plants within each treatment condition. Tissue samples from the three plants per group were pooled together to create one biological replicate. At each time point, the most recently expanded leaf (the fourth or fifth leaf from the lateral meristem) from a lateral branch was selected. Plant leaves were sampled at 0, 6, and 24 h after salt treatment was applied. Therefore, for each time point six biological replicates were collected (3 from control and 3 from salt treatment) resulting in 18 samples total. To reduce the number of samples for RNA-seq, only the control samples were used at time point 0 (just prior to initiation of salt stress) which yielded 15 samples for the experiment. Samples were immediately frozen in liquid nitrogen and stored at −80°C prior to RNA isolation. Total RNA was isolated using Trizol Reagent (Invitrogen, USA) and purified through a Qiagen RNeasy Column (Qiagen, Germany) according to the manufacturer's instructions. A 1% agarose gel buffered by Tris–acetate–EDTA was run to indicate the integrity of the RNA. Seven samples were further quantified in an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) at the Core Laboratories Center Genomics, Institute of Biotechnology, Cornell University (http://www.biotech.cornell.edu/biotechnology-resource-center-brc) to verify total RNA quality. RNA Integrity Number (RIN) for the samples analyzed were 8.5, 9.1, 8.9, 8.5, 8.5, 8.7 and 6.7.

### Library preparation and sequencing

Libraries corresponding to three biological replicates from each time point plus treatment combination (control time 0 h, control and NaCl time 6 h and 24 h) were constructed following a High-Throughput Illumina Strand-Specific RNA Sequencing Library protocol [21]. Briefly, 2–5 μg of total RNA was used for polyA RNA capture with magnetic oligo(dT) beads (Invitrogen, USA), fragmented at 95°C for 5 min and eluted from beads. Cleaved RNA fragments were primed with random hexamer primers to synthesize the first cDNA strand using reverse transcriptase SuperScript III (Invitrogen, USA) with dNTP. The second cDNA strand was generated by DNA polymerase I (Enzymatics, USA) with dUTP mix. Following end-repair (Enzymatics, USA), dA-tailing (Klenow 3′–5′, Enzymatics, USA) and adapter ligation (T4 DNA Ligase HC Enzymatics, USA), the second dUTP-strand was digested by uracil DNA glycosylase (Uracil DNA Glycosylase, Enzymatics, USA). The resulting paired-end adaptor ligated-cDNA tags at the 3′ end were amplified using PCR indexed primers (IP) annealing in the adaptor sequence for 15 cycles enriching the final libraries (see Table S1 for all 6-nt tags/index). Libraries one through fifteen were indexed with non-HPLC purified IP 1–15 and the remaining fifteen libraries (technical replicates) were indexed with HPLC purified IP 16–30 utilizing the same cDNA sample (i.e., cDNA library 1 with IP 1 and IP 16).

The standard desalted non-HPLC primers (NH) primers were ordered in a 96 well plate (Integrated DNA Technologies, Coralville, Iowa, USA) designed with two empty wells between every well containing primer to allow the dispensing needle to be rinsed out twice before making a new primer. The HPLC purified primers (HP) were ordered individually (Integrated DNA Technologies, Coralville, Iowa, USA). All double stranded cDNA libraries had expected size (∼250 bp) when run on a 2% agarose gel except library 5 (third bioreplicate from control at time point 06 h) indexed with NH primer that failed (Table S1). The remaining 29 libraries were pooled together (20 ng/library), purified with 80% ethanol, concentrated with XP beads (Beckman Coulter, USA) and sent to the Core Laboratories Center Genomics, Institute of Biotechnology, Cornell University (http://www.biotech.cornell.edu/biotechnology-resource-center-brc) for paired-end sequencing (2×100 cycles + 7 cycle index read) performed with the HiSeq 2000 Illumina with ‘TruSeq PE Cluster Kit v3’ for the flow-cell and ‘TruSeq SBS kit v3’ for the sequencing reagents. The sequencing was performed in a single lane to minimize lane-to-lane variability between the technical replicates and rule out any lane-primer effects.

### Bioinformatics analysis – reads processing

A thorough quality control on the raw data was performed using FastQC software written in Java to provide summary statistics for FASTQ files (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) [22] and to report problems, thus ensuring the detection of biases in the data. For all the 29 libraries the phred-like quality scores (Qscores) was >20. The detection of sequencing adapters and primers, poor quality at the ends of reads, limited skewing at the ends of reads and N's were then processed and filtered out with the Ea-Utils software (http://code.google.com/p/ea-utils/wiki/FastqMcf) [23] increasing the Qscore to >30 for all the libraries and length >50 bp (Q30L50).

### *De novo* assembly

*De novo* assembly was performed with several assemblers for comparison purposes. Assembly was based on the de Bruijn graph [24] and included Trinity software with default settings (http://trinityrnaseq.sourceforge.net/) [9], Trans-ABySS with multi-k-assembled (http://www.bcgsc.ca/platform/bioinfo/software/trans-abyss) [10] and SOAPdenovo-trans with adjusted k-mers (http://soap.genomics.org.cn/SOAPdenovo-Trans.html) [11]. For all the *de novo* assemblies we used a server with 512 GB (Gigabytes) of RAM, 64 cores (CPUs) and CentOS as operating system.

In order to assess the quality of each assembly we compared the major outcomes: contig mean size, number of sequences (N50) and length (L50). We also compared the mean size distribution of assembled transcripts with ITAG2.3 tomato gene models [25]. All plots were generated using free and open-source ‘R software’ (R Development Core Team, 2010; http://www.R-project.org).

### Mapping and error estimation

All the reads from both technical replicates (non-HPLC and HPLC) were separately mapped against a Trinity HP *de novo* assembly using ‘Bowtie2’ (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) to screen for total error number and errors per read. The error percentage was calculated with the ‘Error Correction Evaluation Toolkit software’ [26] as (Error Number/Mapped Bases) ×100 and mapping percentage as (Total Reads/Mapped Reads)/Total Reads ×100 against a Trinity HP reference.

Since no significant differences were found with regards to mean error per read as expected, a final *de novo* assembly was performed with all the reads combined to increase the coverage of the transcripts, building a final reference using Trinity with default settings.

### Gene expression and differentially expressed genes

Gene expression was carried out with ‘RNA-Seq by Expectation-Maximization (RSEM)’ software (http://deweylab.biostat.wisc.edu/rsem/README.html) [27] bundled with the Trinity package. Differentially expressed transcripts across the time points for both control and salt-treated plants were identified and clustered according to expression profiles using ‘EdgeR Bioconductor’ package

(http://www.bioconductor.org/packages/2.11/bioc/html/edgeR.html) [28] using ‘R statistical software’ (R Development Core Team, 2010; http://www.R-project.org).

### Functional annotation

Functional annotation and Gene Ontology (GO) analysis was carried out using free and open source ‘Blast2GO’ software (http://www.blast2go.com/b2ghome) [29].

### Statistical analysis

Multivariate comparisons of transcriptional expression profiles between HP and NH samples were conducted using ‘R statistical software’ (R Development Core Team, 2010; http://www.R-project.org) including a permutational multivariate analysis of variance (ADONIS) with a Bray-Curtis distance matrix in the Vegan package. Fixed effects in the model included primer type, time point, and interactions.

## Results and Discussion

### Validation of technical replicates

Many RNA-seq experiments include both biological (RNA from different samples) and technical (same source of RNA) replicates [28]. In our work, technical replicates corresponded to transcript isoforms barcoded with both non-HPLC (NH) and HPLC (HP) purified index primers. Prior to data analysis, we evaluated if library construction with these two types of oligonucleotides resulted in significant differences by separately analyzing and comparing the output of both datasets (NH vs. HP) using different bioinformatics statistical analyses. 

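Leaf RNA of hydroponically grown petunia, control or exposed to 150 mM NaCl in the nutrient solution, was sequenced in 5 groups of 3 biological replicates, each a pool of leaves from 3 plants. The groups were control leaves at 0, 6 and 24 h and salt-treated leaves at 6 and 24 h, so that each salt group has a control of the same hour of the day. The authors made poly(A) strand-specific libraries, indexed the same cDNA with an HPLC and a non-HPLC primer, ran all libraries in 1 lane and trimmed the reads. They assembled them with Trinity and estimated the expression of each transcript with RSEM. In the paper's Table S1, the 29 libraries hold 9981366 to 23084764 reads with a median of 13362088. The medians per group are 13025250 in control leaves at 0 h (10319494 to 23084764, 6 libraries), 13362088 at 6 h (10365066 to 21904108, 5 libraries) and 12472209 at 24 h (10952164 to 16181450, 6 libraries). In salt-treated leaves they are 14373071 at 6 h (9981366 to 18340684, 6 libraries) and 14199435 at 24 h (11152362 to 16508928, 6 libraries). The values analysed here are the authors' RPKM of transcripts from 3450 components, Trinity's grouping of transcripts that the paper takes as genes. How these transcripts were chosen from the assembly is not stated in the text, so every count given here refers to them alone.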

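The sample labels and the columns of values do not match in 2 groups. The labels list 6 libraries of control leaves at 6 h and 5 of salt-treated leaves at 24 h, while the table has 5 and 6 columns under these names, and the paper's text places the failed library in control leaves at 6 h. Columns were used under the name they carry. For replicate 2 of salt-treated leaves at 24 h the labels list 1 library without its primer, while the table has an HPLC and a non-HPLC column. The non-HPLC column was left out so that each group has 3 HPLC columns, which left 28 columns. The paper's Table S1 has reads for all 6 libraries of this group. The labels also list 3 samples taken at 0 h as treated with 150 mM NaCl, which have no column and are not analysed here. Libraries of the same biological replicate were averaged, values were taken as log2(RPKM + 1), and the 4658 transcripts with an RPKM of at least 1 in at least 3 replicates were compared with limma. A transcript was called differentially expressed at the paper's thresholds, an FDR of at most 0.001 and a log2 fold change of at least 1 in size, and single genes and gene lists were read at an FDR of 0.05. At an FDR of 0.05, 805 of the 4658 tested transcripts were higher and 802 lower under salt at 6 h. At 24 h, 1129 were higher and 1039 lower. Counts within a gene list are to be read against these.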

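Index primer, HPLC against non-HPLC, explained 6.7% of the variation in RPKM of the 10 most expressed transcripts, 4.9% for the 100 most expressed, 3.67% for the 1000 most expressed and 3.49% for all transcripts. Each of these shares came from ADONIS on Bray-Curtis distances with a permutation p = 0.001, the smallest that the permutations run can give. Over all transcripts, time point explained 54.3%, salt treatment 21.74% and their interaction 11.15%, which left 9.26% to the residual. Among the 10 most expressed transcripts, time point explained 58.2%, treatment 15.36%, the interaction 12.42% and the residual 6.8%. On Euclidean distances of log2 values, which give abundant transcripts less weight, the primer's share over all transcripts was 1.78% (permutation p = 0.126). Depth differed along with the primer, with a median of 11751364 reads in the 15 HPLC libraries and 16431528 in the 14 non-HPLC libraries of the paper's Table S1.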

Variance partitioning through permutational multiple analysis of variance indicates that the primer-choice (NH vs. HP) in the statistical model explained less than 2% of the variation in expression profiles whereas the overall model explained greater than 85% (Table S2A–E). The specific effect of primer-choice varied with the cut-off of the most expressed transcripts at 10, 100, 1,000, 10,000, and 100,000 RPKM (*P*-value  = 0.310, *P*-value  = 0.066, *P*-value  = 0.049, *P*-value  = 0.055, and *P*-value = 0.038, respectively). It should be noted that low significance in expression profiles (Table S2B-E) might be due to experimental and biological noise, rather than technical effects of primer purification. Slight variation between technical replicates without affecting datasets has also been found and described Marioni *et al.* (2008) [30]. 

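The HPLC and the non-HPLC library of the same biological replicate lay closer together than libraries of different biological replicates of the same group. Across the tested transcripts, the root mean square difference in log2 expression was 0.611 on average between technical replicates, with a range of 0.523 to 0.742 over the 13 biological replicates that have both libraries. Between libraries of different biological replicates it was 0.758, with a range of 0.590 to 0.912. The technical difference was the smaller one in 13 of 13 replicates (exact two-sided sign-flip test, p = 0.000244, the smallest p that 13 replicates allow). Replicates of the same group share the distances between them, so the 13 differences are not independent and this p can be too small. In 12 of 13 replicates the nearest other library was the technical partner. Between groups, control and salt-treated leaves at 6 h were the most alike, with a mean Spearman's rho across transcripts of 0.802, followed by control leaves at 0 and 24 h with 0.779. Control leaves at 6 h and salt-treated leaves at 24 h were the least alike, at 0.471.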

A dendrogram of differentially expressed transcripts was created to visualize the relationship between technical and biological replicates, showing that the difference between technical replicates is smaller than biological replicates (Fig. S1). Lower variability in technical replicates than biological replicates is in accordance with Robinson *et al.* (2010) [28]. These findings validate our technical replicates, increase the robustness and accuracy of the transcriptome (i.e., more depth in the *de novo* assembled transcripts from both biological and technical replicates) and suggests that the use of NH index primers can be adopted, greatly reducing the cost of indexing step for future RNA-seq experiments. Even in the case that one library fails due to the use of non-HPLC primer (low probability, 6% in our case) it is still worth building libraries with cheaper primers, as the quality and quantity of data is not affected. Moreover, a failed library can be easily detected at early stages of library construction and thus barcoded with a new index primer and checked for expected size on an agarose gel (see Library preparation and sequencing – Material and Methods).

### Reads processing

The high-throughput and powerful RNA-seq technology has allowed scientists to reconstruct a transcriptome from species with no genomics information available, recovering most of the expressed genes in a given cell or tissue. For example, 454 GS FLX Titanium pyrosequencing has been used in olive tree (*Olea europaea*) [31] and the Illumina Genome Analyzer in Chinese cabbage (*Brassica rapa*) [32]. To do this, a suggested number of reads (>30 million pair-end reads >30 nucleotides for experiments whose purpose is to compare transcriptional profiles) should be generated either with 454 or Illumina platform to produce a meaningful assembled transcriptome [33]. One lane in an Illumina HiSeq2000 flow-cell will generate more than 100 million reads. 

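In the paper's Table S1, the depth of the 29 libraries sums to 408321812 reads. The paper's text gives a lower total for the lane and does not say how the totals relate. Simulated data with the pooled spread of these replicates gave a measure of what 3 replicates against 3 can detect with all 5 groups in the fit. Values were drawn independently from normal distributions with the same spread in every group, as limma assumes. The real groups differed in spread, which the simulation cannot test. Depth played no part, and the shares recovered and falsely called in the real values can differ. Of 100 transcripts given a 4-fold change between control and salt-treated leaves at 6 h, 58 were recovered at the paper's thresholds and 93 at an FDR of 0.05. Of 100 transcripts given a 2-fold change, 3 and 42 were recovered. Among the unchanged transcripts, 0 were called at the paper's thresholds and 7 at an FDR of 0.05, by limma.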

To obtain a global view of the transcriptome of *Petunia x hybrida* from both control and salt-treated leaf samples we generated 196 million reads per lane (raw data) ranging from 10 to 23 million reads across the 29 libraries (Table S1), in accordance with the yield suggested by Goldfeder *et al*. (2011) [34].

### Transcriptome *de novo* assembly and evaluation

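Among the assemblies of the HPLC libraries, Trinity had the highest mean length and the highest L50 at each minimum length tried. Its 101356 contigs had a mean length of 776 bp and a median of 419 bp, and contigs of at least 1360 bp made up 50% of its bases. SOAPdenovo-trans with a k-mer length of 47 gave 104371 contigs with a mean of 529 bp, a median of 253 bp and an L50 of 1051 bp. Trans-ABySS gave 242353 contigs with a mean of 398 bp, a median of 158 bp and the lowest L50, 831 bp. The shortest Trinity contig is 201 bp long while the other assemblies hold contigs from 100 bp, and 57.3% of the Trans-ABySS contigs are shorter than 200 bp. With contigs under 200 bp left out, Trans-ABySS had the highest median, 519 bp, and SOAPdenovo-trans at a k-mer length of 25 had 441 bp, both above Trinity. With contigs under 500 bp left out of all assemblies, L50 was 1710 bp for Trinity, 1555 bp for SOAPdenovo-trans at a k-mer length of 47 and 1338 bp for Trans-ABySS. Each assembly was made once per primer set, so these lengths have no replicate error.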

Comparison of software used in our study showed that Trinity outperformed the rest (Trans-ABySS and SOAPdenovo-trans) across the entire range of conditions and that Trans-ABySS had the lowest of the quality assembly (Fig.1). K-mer length was adjusted to include every odd numbers from 23 to 63 (i.e., k-mers 23, 25, …, up to 63) for Trans-ABySS (T.ABySS hereafter) and SOAPdenovo-trans (SOAP hereafter) to optimize transcriptome *de novo* assembly into contigs and scaffolds. The best results with SOAP were obtained with k-mer length 47, which yielded larger contigs and scaffolds (data not shown), that had higher N50 and L50 than other k-mer lengths (Table 1). 

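At the k-mer length of 25, SOAPdenovo-trans split the HPLC reads into 149088 contigs with a mean of 435 bp, a median of 190 bp and an L50 of 989 bp. A share of 50% of its bases lay in 17847 contigs, against 14995 contigs at a k-mer length of 47. Contigs under 200 bp made up 52.3% of the assembly at 25 and 36.1% at 47. Once these were left out, L50 was 1262 bp at a k-mer length of 25 and 1225 bp at 47.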

T.ABySS yielded longer contigs using ‘trans k-mer’. The best results were obtained with Trinity *de novo* assembler (default k-mer 25) recovering more full-length transcripts across all the samples and all expression levels. This result is similar of those presented in the studies by Grabherr *et al*. (2011) [9] and Xu *et al*. (2012) [35]. However, this result is not in accordance with the finding of Vijay *et al.* (2013) [36]. 

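The reads of the non-HPLC libraries gave the same order of assemblers by L50 over all contigs. Trinity assembled them into 115011 contigs with a mean length of 815 bp, a median of 427 bp and an L50 of 1466 bp, and its longest contig was 13487 bp. The L50 of the other non-HPLC assemblies was 1155 bp for SOAPdenovo-trans at a k-mer length of 47, 1075 bp at 25 and 851 bp for Trans-ABySS. How many of these contigs are full-length transcripts was not analysed here.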

In their results SOAP outperformed all three assemblers (T.ABySS, SOAP and Trinity). This shows the importance of optimizing a methodology for a particular dataset, as all datasets are different. Summary of results including contig mean size, N50 and L50 for all the assemblers are found in Table 1.

**Figure 1:**
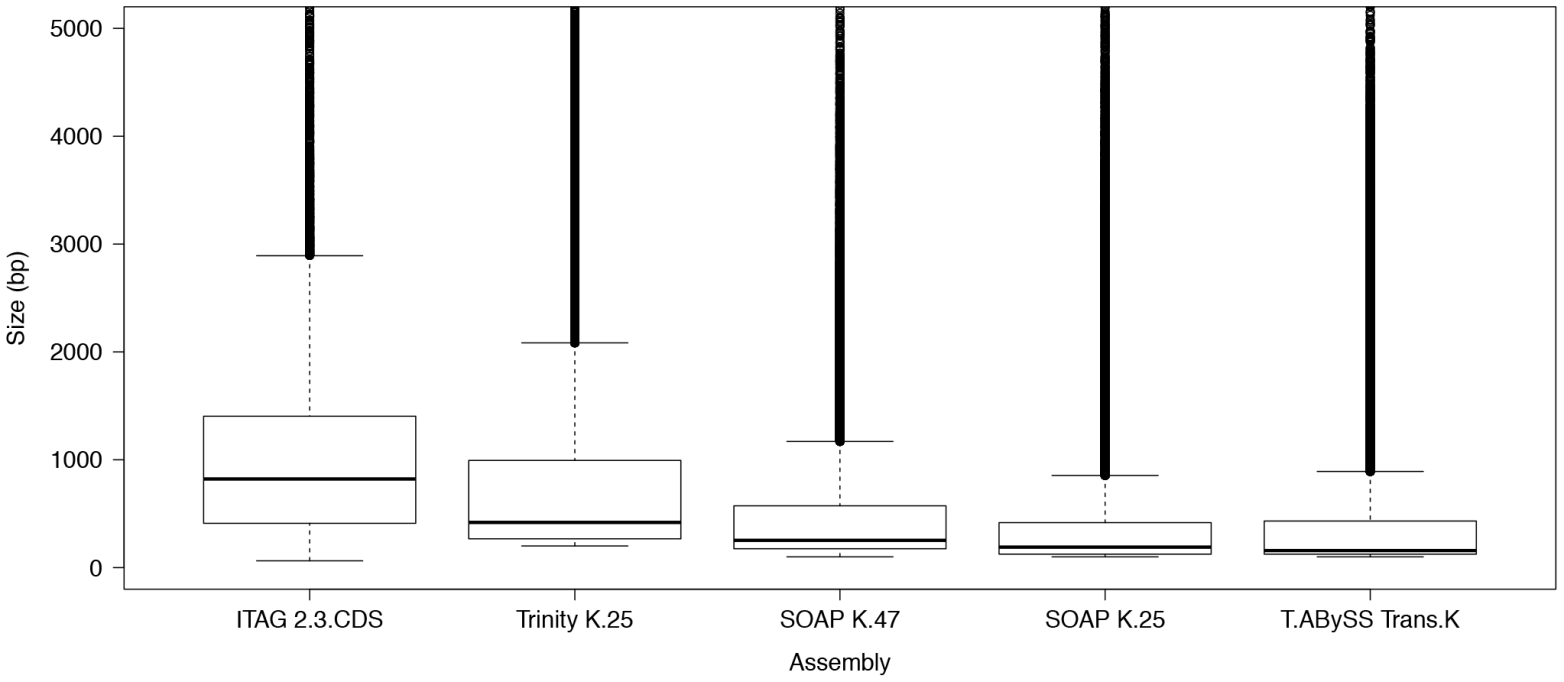
Boxplot comparisons of *de novo* assembled transcripts length distribution using Trinity, SOAPdenovo-trans and TransABySS software. First column (ITAG2.3 CDS) indicates tomato full CDS transcriptome, 2^nd^ column represents Trinity assembly using default k-mer set at 25. Third and 4^th^ columns represent assembly generated with SOAPdenovo-trans (SOAP) with k-mers (K) set at 25 and 47, respectively. Last column represents assembly generated with Trans-ABySS (T.ABySS) using trans k-mer. Transcripts longer than 5,000 bp were not plotted.

**Table 1:** Summary of results from *de novo* assembly with Trinity, SOAPdenovo-trans and Trans-ABySS software.

	Contig		
Software/K-mer (K.)	MS	L.50	N.50
Trinity/K.25	822	1,505	22,452
SOAPdenovo-trans/K.47	449	720	20,142
SOAPdenovo-trans/K.25	342	510	31,210
Trans-ABySS/trans K.	392	851	36,849

Trinity outperformed all assemblers with default k-mer. The best result with SOAPdenovo-trans was obtained with k-mer length 47 and T.ABySS yielded longer contigs using ‘trans k-mer’.

MS =  Mean size (bp).

L50 = Minimum contig length (bp) representing 50% of the assembly.

N50  =  Minimum number of contigs representing 50% of the assembly.

To evaluate sequence length of the recovered *Petunia* transcriptome, we compared the apparent total mRNA length to the fully annotated tomato transcriptome. Tomato was utilized as the most closely related species (both in family Solanaceae) with a full-annotated transcriptome (34,727 CDS, N50 7,000 sequences with 1,400 bp average length) [25]. The comparison was made using the three aforementioned assemblers looking at mRNA size distribution; we observed that Trinity showed the closest distribution to tomato transcriptome followed by SOAP k-mer 47 and lastly by T.ABySS trans k-mer (Fig. 1). Thus, according to our data, Trinity is the most accurate assembler leading to a transcript mean size closer to tomato's.

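Over all sequences, tomato coding sequences had a higher mean and median length than the contigs of any assembly compared here. The 34727 coding sequences had a mean of 1036 bp and a median of 822 bp, and 41.3% of them were at least 1000 bp long. Of the Trinity contigs of the HPLC libraries, 24.8% reached 1000 bp, against 15.2% for SOAPdenovo-trans at a k-mer length of 47, 11.8% at 25 and 10.1% for Trans-ABySS. This gap rests on contigs under 200 bp, since without them the shares were 23.7% for SOAPdenovo-trans at 47, 24.8% at 25 and 23.7% for Trans-ABySS. With sequences under 500 bp left out, the mean was 1374 bp for tomato, below the 1392 bp of HPLC Trinity and the 1462 bp of non-HPLC Trinity. Contigs can hold untranslated regions and fragments, which coding sequences do not, so the lengths are not of the same kind of sequence.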

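Tomato coding sequences of at least 1464 bp made up 50% of the bases of that set, in 7945 sequences, an L50 2 bp under that of non-HPLC Trinity. The corresponding number of contigs in the HPLC assemblies was 17725 for Trinity and 31422 for Trans-ABySS. From the mean length closest to that of tomato, the paper concludes that Trinity was the most accurate of the assemblers.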

### Transcriptome functional annotation

Our final proposed reference transcriptome has a size of 111 MB, in which we have identified 101,447 unigenes with 135,814 isoform/transcript fragments. Basic Local Alignment Search Tool (BLAST) indicates that 32% (32,879 unigenes) from the total number of unigenes in the transcriptome map directly to *Solanum lycopersicum* coding DNA sequence (CDS) with a sequence average size of 997 bp, 0.04% (40 unigenes) map to plant ribosomal proteins with an average size of 445 bp and 2% (2,148 unigenes) map to bacterial genes with an average size of 377 bp. The remaining sequences (65% of the dataset, 66,380 unigenes) do not show any similarity with these protein datasets. The high number of unmapped unigenes may be accounted for the variable regions not represented in the set used for BLAST (i.e., a minority of variables UTR sites in *Petunia* genes do not resemble *Solanum lycopersicum* sequences and transposable element sequences specific to *Petunia*). Overall, we found that the quality of the predicted *Petunia* genes was comparable to the well-annotated tomato genome. Huang *et al*. (2012) generated ∼192 millions Illumina reads sequencing roots and leaves from *Milletia pinnata* (Semi-Mangrove), growing under fresh and seawater (∼500 mM NaCl), which were assembled into 108,598 unigenes [37]. Of these, 50.3% (54,596) showed significant similarities with protein databases and 1% were annotated with sequences from non-plant sources. The three species with the most BLAST hits in our work were *Vitis vinifera*, *Solanum lycopersicum* and *Glycine max.* A graph with species distribution and their BLAST hits is found in Fig. S2.

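The functional annotation analysed here lists 18482 transcripts, of which 18440 carry at least 1 GO term. They hold 75739 annotations with 363 different terms, of which 34755 belong to biological process, 25792 to molecular function and 15192 to cellular component. Counted once per component, there are 41069 annotations of 9164 components with a term. The RPKM values include components with numbers beyond those of the annotation, up to 495063, and 1434 of the transcripts with RPKM values have a description.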

Gene Ontology (GO) was used to classify functions of the assembled transcripts, from which we obtained a total number of 69,277 GO term annotations in our proposed transcriptome. 

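Cellular process was the most frequent of the terms compared here, with 4847 transcripts of 2618 components. Metabolic process followed with 2994 transcripts of 1657 components and biosynthetic process with 2237 transcripts of 1196 components. Transport was assigned to 1932 transcripts of 1058 components and response to stress to 1729 transcripts of 986 components. Response to abiotic stimulus was assigned to 1108 transcripts and protein modification to 1780. The broader term response to stimulus was assigned directly to 0 transcripts, and parent terms were not added here. The counts therefore give only terms assigned directly.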

The large majority of unigenes corresponded to metabolic process (9,611), cellular process (9,443) and response to stimulus (3,330) (Fig. 2). Transcriptome GO terms and gene descriptions are found in Table S3 and DNA sequences are deposited it in the SOL Genomics Network (SGN) database http://solgenomics.net for others to use. This all-reads-assembly performed with Trinity was used for further analysis. In our work we used Bowtie mapper bound with the Trinity package, which mapped back to the final reference transcriptome ∼18 million reads (data not shown).

**Figure 2:**
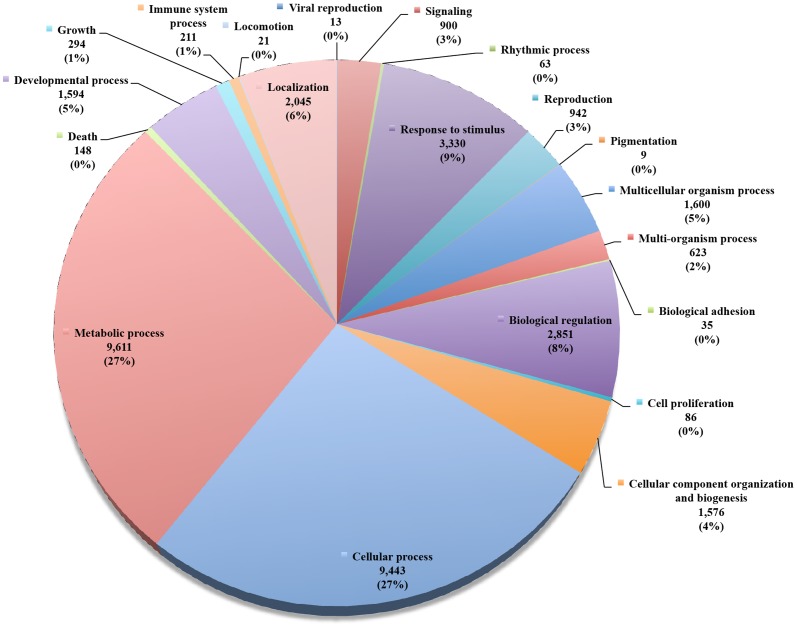
Gene Ontology analysis in the *Petunia x hybrida* reference transcriptome assembled with Trinity software.

### Gene expression and differentially expressed genes

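The transcript with the highest mean among those with values belongs to a light-harvesting protein. The isoform comp28131_c1_seq9 of component comp28131_c1, the chlorophyll a/b binding protein cab 25 in Table 2, had the highest mean over the 28 libraries, 7910 RPKM (SD 6737), and was among the 5 most abundant transcripts in 22 of them. The second most abundant, comp28238_c0_seq1, has no description and averaged 7218 RPKM (SD 4606). Another isoform of the first component, comp28131_c1_seq5, averaged 5788 RPKM (SD 3025) and was among the first 5 in 20 libraries. Myo-inositol-1-phosphate synthase (comp12425_c0_seq1), which makes the precursor of inositol, averaged 3642 RPKM (SD 3035) and ranked from 1 to 122. From control to salt-treated leaves at 24 h, comp28131_c1_seq9 went from 7724 ± 977 to 1469 ± 133 RPKM (SD, n = 3), a log2 fold change of -2.39 (SE 0.30, adjusted p = 2.55e-05), and was not called at 6 h (0.57, adjusted p = 0.146). This difference between the time points was -2.96 (adjusted p = 0.000308). The chlorophyll a-b binding protein comp25306_c0_seq3 fell by 1.74 on the log2 scale at 24 h (SE 0.25, adjusted p = 7.57e-05). The RPKM values cover comp28131_c1 and comp25306_c0 of the components in Table 2, and the others, the small chain of rubisco among them, were not analysed here.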

The top five most highly expressed transcripts (highest RPKM) were the same for each of the 29 libraries regardless of presence of salt stress. These five genes are involved in photosynthesis, as expected for leaf samples (Table 2). The most highly expressed gene (highest RPKM) across all the samples was the small chain of ribulose-bisphosphate carboxylase (EC 4.1.1.39). The high expression of rubisco corresponds with maize B73 seedlings exposed to low night temperature (4°C) as determined by real-time PCR [38]. Transcript abundance and functional annotation for the top five most expressed genes with their respective RPKM expression levels is shown in Table 2.

**Table 2:** Comparison and functional annotation of transcript abundance in ‘Reads per Kilobase of Exon per Million Reads Mapped’ (RPKM) and functional annotation of the 5 most expressed transcripts.

Seq. Name	RPKM	Seq. Description	Seq. Length (bp)	eValue
comp27110_c0	134,428±6,490	Ribulose-bisphosphate carboxylase (EC 4.1.1.39) small chain - petunia CAA27444.1	795	4.00E-178
comp28131_c1	45,112±2,420	Petunia gene for chlorophyll a/b binding protein cab 25	1,184	0.00E+00
comp28218_c0	29,073±2,192	Ribulose-bisphosphate carboxylase (EC 4.1.1.39) small chain - petunia CAA27445.1	1,565	9.00E-128
comp28216_c0	27,562±1,932	Photosystem I reaction center II	1,564	3.00E-137
comp25306_c0	12,007±451	Chlorophyll a-b binding protein chloroplastic-like	1,602	7.46E-144

The first two columns transcript abundance measured in RPKM (Avg ± S.E) for the top five most expressed genes across the 29 libraries. Third column is sequence (Seq.) description obtained through functional annotation used in Blast2GO software. Sequence length of *de novo* assembled transcripts varied for all the transcripts shown.

#### Differentially expressed genes

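Salt-treated leaves differed from control leaves of the same hour in 232 transcripts of 210 components at 6 h and in 677 transcripts of 554 components at 24 h. At 6 h, 142 were higher and 90 lower under salt, and with all replicates set to the same median 198 were higher and 58 lower. At 24 h, 343 were higher and 334 lower. Asparagine synthetase (comp13018_c0_seq1), which stores nitrogen as asparagine, rose at 6 h from 15.2 ± 7.95 to 264 ± 122 RPKM (SD, n = 3), a log2 fold change of 4.04 (SE 0.69, adjusted p = 0.000758). The transcription factor bHLH71 (comp12253_c0_seq1) fell from 85.9 ± 14.4 to 16.4 ± 2.2 RPKM, a log2 fold change of -2.31 (SE 0.28, adjusted p = 8.28e-05). At 24 h, a GDSL esterase/lipase (comp11731_c0_seq1) fell from 60.4 ± 9.52 to 3.49 ± 1 RPKM, a log2 fold change of -3.79 (SE 0.26, adjusted p = 1.1e-07). The cell wall protein exp1 (comp25698_c1_seq3), an expansin that loosens the wall, fell from 95.4 ± 18 to 6.92 ± 2.47 RPKM at 24 h, a log2 fold change of -3.63 (SE 0.33, adjusted p = 1.83e-06). Control leaves differed between hours in 319 transcripts for 24 h against 0 h, 1208 for 6 h against 0 h and 1517 for 24 h against 6 h. Without replicate 2 of control leaves at 6 h, or without replicate 3 of salt-treated leaves at 6 h, the 232 became 42, and the range over replicates is 42 to 173. The 677 at 24 h became 379 without replicate 1 of control leaves and 364, 429 and 401 without replicate 1, 2 or 3 of salt-treated leaves, with a range over replicates of 364 to 627. With only the compared groups in the fit, 1 transcript was called at 6 h and 160 at 24 h. The fit of all 5 groups takes 1 spread per transcript for all of them, although the groups differed in spread between replicates. The counts of 232 and 677 hold under that assumption. These counts are adjusted over the tested transcripts alone. Adjusted over all 135814 transcripts of the paper, with those not analysed here taken as unchanged, 13 were called at 6 h and 177 at 24 h. For control leaves at 24 h against 0 h, 0 were called in that way.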

When comparing the total number of differentially expressed genes and transcripts across the three time points in a pair-wise fashion, we observed that differential expression was higher in salt treated plants compared to a control at a particular time point. For example, the large majority of differentially expressed genes (1,064) and transcripts (1,494) were found between salt treated plants at 24 h vs. control at 06 h (Table 3). 

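The comparison of salt-treated leaves at 24 h with control leaves at 6 h gave 2098 differentially expressed transcripts of 1503 components, 987 higher and 1111 lower, or 1144 higher and 919 lower with all replicates set to the same median. It sets leaves of different hours as well as different treatments against each other. Among comparisons of salt-treated leaves with control leaves of another hour, salt at 6 h against control at 0 h gave 1627 transcripts (875 higher, 752 lower), and salt at 6 h against control at 24 h gave 1277 (730 higher, 547 lower), or 618 higher and 646 lower at the same median. Salt at 24 h against control at 0 h gave 1227 transcripts, 638 higher and 589 lower, or 798 higher and 423 lower with all replicates set to the same median. The 2 salt groups differed from each other in 1417 transcripts, 634 higher and 783 lower at 24 h, or 752 higher and 695 lower at the same median. The change of the salt effect from 6 h to 24 h, tested as an interaction with limma, was called for 1505 transcripts of 1257 components at an FDR of 0.05. Of these 798 had the larger value at 24 h and 707 the smaller, and with all replicates set to the same median 608 and 852. The paper concludes that differential expression was higher between salt-treated and control plants at a time point.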

The number of genes differentially expressed in the control (00 h, 06 h and 24 h) is likely due to transcripts involved in plant circadian rhythm and mechanical damage induced while sampling.

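Control leaves changed strongly between 0 h and 6 h, with 706 transcripts higher and 502 lower at 6 h, among them transcripts of the clock and of starch metabolism. The plastidic ATP/ADP transporter (comp16973_c0_seq2), which moves ATP into plastids, rose by a log2 fold change of 5.30 (SE 0.29, adjusted p = 1.95e-09) to 137.9 ± 12.8 RPKM (SD, n = 3). Glucan water dikinase (comp15987_c0_seq1), which opens starch for breakdown, rose by 4.59 (SE 0.24, adjusted p = 1.95e-09). The clock regulator APRR5 (comp15361_c0_seq2) rose by 4.26 (SE 0.31, adjusted p = 3.39e-08) and the transcription factor ASG4 (comp25149_c0_seq7) fell by 3.54 on the log2 scale (SE 0.20, adjusted p = 2.76e-09). Inositol-3-phosphate synthase (comp13205_c1_seq1) fell by 3.95 on the log2 scale (SE 0.28, adjusted p = 2.68e-08). At 24 h, the same hour of the day as 0 h, APRR5 was at 0.382 ± 0.345 RPKM and the transporter at 2.58 ± 0.783. For 24 h against 0 h, 153 transcripts were higher and 166 lower, and 222 and 66 with all replicates set to the same median, and without replicate 2 of control leaves at 0 h the count of 319 became 19. For 24 h against 6 h, 597 were higher and 920 lower, or 833 and 713 with the same median. The paper proposes the circadian rhythm and damage during sampling as sources of these differences.

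**Figure D1:**
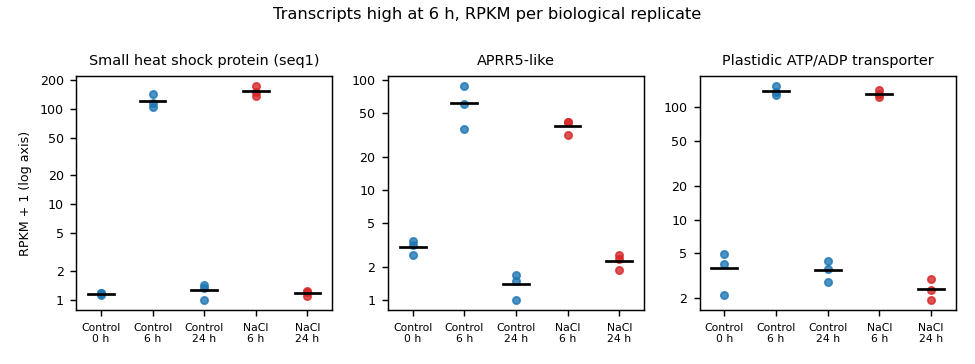
RPKM + 1 on a log axis against hours after the start of treatment for a small heat shock protein, APRR5 and the plastidic ATP/ADP transporter, with 1 point per biological replicate, control in blue, 150 mM NaCl in red and a black bar at each mean. The 3 transcripts are high at 6 h with or without salt, and low in control leaves at 0 h and in both groups at 24 h; the transporter averages 137.9 RPKM in control and 130.6 RPKM in salt-treated leaves at 6 h.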

**Table 3:** Pair-wise matrix comparison of differentially expressed transcripts and genes (genes in parenthesis) of leaves exposed to 0 and 150 mM NaCl across three different times (0, 6 and 24 h).

	CTR_00h	CTR_06h	CTR_24h	STR_06h	STR_24h
CTR_00h	0 (0)	885 (718)	237 (186)	1,058 (790)	710 (502)
CTR_06h	.	0 (0)	526 (440)	905 (669)	1,494 (1,064)
CTR_24h	.	.	0 (0)	780 (553)	882 (644)
STR_06h	.	.	.	0 (0)	174 (143)
STR_24h	.	.	.	.	0 (0)

CTR = Control, STR =  150 mM NaCl,

_00 = 0 h after NaCl; _06 = 6 h after NaCl; _24 =  24 h after NaCl.

To represent differentially expressed genes under salt stress we created a heatmap of RPKM-normalized transcript isoforms through hierarchical clustering. False Discovery Rate (FDR) ≤0.001 and the maximum value of |log_2_ (ratio of stress/control)| ≥1 was used as cut-off to evaluate significant differences in expression (Fig. 3). 

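Transcripts of enzymes of compatible solutes were called in both directions under salt. Of 8 transcripts in the list of osmoprotection, 6 rose and 2 fell at 6 h (6 and 2 adjusted over the list alone), and 3 rose and 2 fell at 24 h (4 and 2 adjusted over the list alone). Delta-1-pyrroline-5-carboxylate synthase (comp11948_c0_seq1), which makes proline, rose from 15.6 ± 2.04 to 84.7 ± 9.4 RPKM at 6 h (SD, n = 3), a log2 fold change of 2.37 (SE 0.21, adjusted p = 1.65e-05). At 24 h it rose from 119 ± 15.3 to 446 ± 10.6 RPKM, a log2 fold change of 1.90 (SE 0.21, adjusted p = 1.05e-05). Proline dehydrogenase (comp25205_c1_seq2), which breaks proline down, fell by 1.21 on the log2 scale at 6 h (SE 0.22, adjusted p = 0.0013) and by 1.52 at 24 h (log2 fold change -1.52, adjusted p = 9.22e-05). A galactinol-sucrose galactosyltransferase (comp14404_c0_seq1), which makes raffinose, rose at 6 h (2.48, SE 0.57, adjusted p = 0.0048) and at 24 h (3.52, adjusted p = 0.000211). Trehalose-6-phosphate synthase (comp26338_c0_seq2) rose by 1.29 and 1.41 (SE 0.30, adjusted p = 0.00499 and 0.00148). As a set, the list was not called by camera, with a median log2 fold change of 1.18 at 6 h (adjusted p = 0.104) and 0.80 at 24 h (adjusted p = 0.628).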

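Other described transcripts were called under salt at 1 or both times. Alpha-aminoadipic semialdehyde synthase (comp11676_c0_seq1), which breaks down lysine, rose by a log2 fold change of 3.56 at 6 h (SE 0.45, adjusted p = 0.000118) and 3.40 at 24 h (adjusted p = 3.87e-05). A protein phosphatase 2C (comp21321_c1_seq1), of a family that acts in stress signalling, rose by 2.62 (SE 0.37, adjusted p = 0.000216) and 2.88 (adjusted p = 3.16e-05). At 6 h, 4-hydroxyphenylpyruvate dioxygenase (comp23645_c0_seq1), an enzyme of tocopherol synthesis, rose by 1.93 (SE 0.20, adjusted p = 2.58e-05), and a regulatory subunit of the SNF1-related kinase (comp24211_c0_seq2), a sensor of energy state, rose by 2.64 (SE 0.46, adjusted p = 0.000885). At 24 h, a branched-chain 2-oxoisovalerate dehydrogenase (comp11045_c0_seq1) rose by 3.05 (SE 0.39, adjusted p = 2.98e-05) and a universal stress protein (comp16490_c0_seq1) by 2.46 (SE 0.32, adjusted p = 3.32e-05). The alternative NAD(P)H dehydrogenase of mitochondria (comp13139_c0_seq1) fell by 2.38 on the log2 scale (adjusted p = 6.72e-07). A glycerol-3-phosphate acyltransferase (comp6731_c0_seq2), an enzyme of cutin synthesis, fell by 2.72 on the log2 scale (SE 0.48, adjusted p = 0.000393).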

We found 1,216 up-regulated transcripts (grouped in 3 subclusters) and 49 down-regulated transcripts (grouped in 1 subcluster) whose expressions were significantly induced and reduced by NaCl treatment, respectively (Fig. 4). 

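The heat shock transcripts of Table S4A were abundant at 6 h with or without salt and near 0 at the other times. The transcript comp12659_c0_seq1 was at 120.5 ± 20.3 RPKM in control and 152.2 ± 17.2 RPKM in salt-treated leaves at 6 h (SD, n = 3). Its log2 fold change under salt was 0.34 (SE 0.21, adjusted p = 0.214) at 6 h and -0.08 (adjusted p = 0.792) at 24 h, where both groups were under 1 RPKM. Between control leaves at 0 h and 6 h it rose by 6.70 (SE 0.21, adjusted p = 1.22e-11), on log2(RPKM + 1), or 104-fold on that scale. The ratio of mean RPKM, 761, rests on a mean of 0.158 RPKM at 0 h, near the floor. The isoform comp12659_c0_seq2 was at 86.2 ± 14.4 RPKM in control and 108 ± 11.7 RPKM in salt-treated leaves at 6 h, a log2 fold change of 0.32 (adjusted p = 0.245).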

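Of 13 transcripts in the list of heat shock proteins and chaperones, which hold or refold proteins, 5 rose and 2 fell at 6 h (6 and 2 adjusted over the list alone), and 8 rose and 0 fell at 24 h (8 and 0 adjusted over the list alone; 1 was lower at an unadjusted p under 0.05). The paper named heat shock proteins from these samples, so the counts are not independent evidence. At 24 h, heat shock protein 70 (comp20827_c0_seq1) rose from 0.592 ± 0.212 to 8.06 ± 0.321 RPKM (SD, n = 3), a log2 fold change of 2.52 (SE 0.19, adjusted p = 4.25e-07), against 0.15 at 6 h (adjusted p = 0.557). For comp20827_c0_seq1 the difference between the times was 2.37 (adjusted p = 0.000114). A heat shock cognate 70 kDa protein (comp16641_c0_seq2) rose from 4.24 ± 1.26 to 97.1 ± 10.8 RPKM at 24 h, a log2 fold change of 4.25 (SE 0.60, adjusted p = 6.44e-05). The chaperone DnaJ of chloroplasts (comp12230_c0_seq1) rose at 6 h, from 356 ± 79.1 to 3096 ± 517 RPKM, a log2 fold change of 3.12 (SE 0.36, adjusted p = 6.31e-05), against 0.24 at 24 h (adjusted p = 0.619). Its difference between the times was -2.89 (adjusted p = 0.00117). By camera, the list was higher at 24 h with a median log2 fold change of 0.89 (adjusted p = 0.0317), a call that was lost (adjusted p = 0.195 with an estimated correlation). At 6 h its median was 0.65 (adjusted p = 0.324).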

Three isoforms of heat shock protein (HSP) were the most up-regulated transcripts, increasing their expression by over 90-fold (Fig. 4A). The high expression level of HSP under abiotic stress is in accordance with the DNA microarray analysis in *Arabidopsis* by Seki *et al.* (2002) [39]. 

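Of the 1178 transcripts that Table S4B lists in subcluster 2, 563 have values and 558 were tested here. At an FDR of 0.05, 27 of them were higher and 170 lower in salt-treated than in control leaves at 6 h, and 162 were higher and 29 lower at 24 h. The transcripts were selected by the paper on these samples, so these counts are not independent evidence of a direction. In 510 of the 563 (90.6%), the mean was higher in control leaves at 6 h than in salt-treated leaves at 24 h.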

The large majority of up-regulated transcripts (1,125) increased their expression between 2 and 50-fold after 06 h and 24 h of stress (Fig. 4B). These transcripts were involved in phosphorylation processes (i.e., serine threonine-protein kinase edr1-like and serine threonine-protein kinase NAK) and motor proteins (i.e., kinesin-like protein kin12b-like and myosin-like protein), to name a few. These findings are similar to those reported by Yu *et al.* (2011) in their transcriptome profile of dehydration stress in the Chinese cabbage [33]. 

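Protein kinases, which pass on signals by phosphorylation, moved in both directions. Of 84 kinase transcripts, 5 rose and 17 fell at 6 h (5 and 17 adjusted over the list alone), and 11 rose and 16 fell at 24 h (10 and 14 adjusted over the list alone). The share called was smaller than over all 4658 tested transcripts, of which 1607 were called at 6 h and 2168 at 24 h. A receptor-like kinase (comp13876_c1_seq1) rose at 6 h by a log2 fold change of 1.33 (SE 0.32, adjusted p = 0.0059) and at 24 h by 2.46 (adjusted p = 3.18e-05), from 9.09 ± 2.21 to 54.2 ± 9.64 RPKM (SD, n = 3). A G-type lectin receptor kinase (comp18591_c0_seq1) rose at 24 h by 1.41 (SE 0.16, adjusted p = 1.43e-05). The receptor kinase ERL1 (comp15842_c0_seq2), of a family that sets the spacing of stomata, fell at 24 h by 2.00 on the log2 scale (SE 0.24, adjusted p = 1.81e-05), from 16.8 ± 2.2 to 3.54 ± 1.08 RPKM. The kinases as a set were not called, with a median log2 fold change of -0.29 at 6 h (adjusted p = 0.14 from camera) and -0.10 at 24 h (adjusted p = 0.691). The paper named this group from these samples, so the counts are not independent evidence. Table S4 lists 3 transcripts described as edr1-like, 1 as NAK, 5 as kin12b-like and 3 as myosin-like, and 0 of them have tested values here.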

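Transcripts of the cytoskeleton and of vesicle traffic rose and fell. Of 18 in the list, 4 rose and 1 fell at 6 h (4 and 1 adjusted over the list alone), and 4 rose and 3 fell at 24 h (4 and 3 adjusted over the list alone). This too was a smaller share than the 1607 and 2168 called of all 4658 tested transcripts at 6 and 24 h. A dynein light chain (comp16756_c0_seq3), a part of a motor complex, rose by a log2 fold change of 1.71 at 6 h (SE 0.47, adjusted p = 0.0127) and 2.06 at 24 h (adjusted p = 0.0026), to 26 ± 5.81 RPKM (SD, n = 3). The 6 h call of this dynein was lost with only the compared groups in the fit and without control replicate 2 (0.000569 to 0.0722 over the alternatives). A beta tubulin (comp26516_c0_seq6), the subunit of microtubules, fell by 0.83 and by 0.95 on the log2 scale (SE 0.20, adjusted p = 0.00583 and 0.00132). An actin (comp11968_c0_seq1) rose by 0.71 at 6 h (SE 0.24, adjusted p = 0.0332) and fell by 1.04 on the log2 scale at 24 h (adjusted p = 0.00265), and the change between the times was -1.75 (adjusted p = 0.00197). The actin's call at 6 h was lost in 6 of 13 alternatives, among them the HPLC libraries alone (adjusted p 0.00215 to 0.123 over the alternatives). The catalytic subunit of a Rab3 GTPase-activating protein (comp17105_c0_seq3), a regulator of vesicle traffic, fell by 1.66 on the log2 scale at 24 h (SE 0.25, adjusted p = 0.000117), against -0.17 at 6 h (adjusted p = 0.603), a difference between the times of -1.49 (adjusted p = 0.00675). The list as a set was not called by camera (median log2 fold change 0.00 at 6 h, adjusted p = 0.562, and 0.33 at 24 h, adjusted p = 0.68), and as the paper named its theme from these samples its counts are not independent evidence.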

Transcripts involved in vesicle trafficking and cytoskeletal dynamics were also found in this subcluster. The results of Mazel *et al.* (2004) support that vesicle trafficking plays an important role in plant adaptation to stress [40]. Transgenic plants expressing the *Arabidopsis RabG3* (vesicle trafficking-regulating gene) under the constitutive 35S promoter increased tolerance to salt in transgenic plants, accumulating more sodium in the vacuoles. 

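Transcripts of disease resistance proteins, receptors that recognise pathogens, were mostly not called under salt. Of 7 in the list, 0 rose and 2 fell at 6 h (0 and 0 adjusted over the list alone), and 0 rose and 1 fell at 24 h (0 and 1 adjusted over the list alone). At an unadjusted p under 0.05 from limma, 0 were higher and 3 lower at 6 h, and 1 was higher and 2 lower at 24 h. A TMV resistance protein N-like transcript (comp23517_c0_seq1) fell by 0.77 on the log2 scale at 6 h (SE 0.28, adjusted p = 0.0428) and by 1.53 at 24 h (log2 fold change -1.53, adjusted p = 0.000477), from 2.83 ± 1.09 to 0.307 ± 0.28 RPKM (SD, n = 3). The call of comp23517_c0_seq1 at 6 h was lost in 7 of 13 alternatives, among them a pseudocount of 0.1 and replicates set to the same median (adjusted p 0.0307 to 0.14 over the alternatives). The R3a-like transcript comp24817_c0_seq3 fell from 1.76 ± 0.383 to 0.792 ± 0.378 RPKM at 6 h, a log2 fold change of -0.64 (SE 0.23, adjusted p = 0.046), and at 24 h its value was 0.55 (adjusted p = 0.0654). The 6 h call of comp24817_c0_seq3 was lost in 10 of 13 alternatives, among them the replicate block (adjusted p = 0.0596; 0.0339 to 0.224 over the alternatives). Of 7 MYB transcription factor transcripts, 0 were called at 6 h (1 at an unadjusted p under 0.05). At 24 h, 4 were higher and 1 lower at an unadjusted p under 0.05 from limma, and 1 was called, which rose (0 adjusted over the list alone). That one, comp22997_c0_seq3, rose by 0.72 (SE 0.26, adjusted p = 0.0323), a call lost in the HPLC libraries alone and in 5 of 6 fits that left out a replicate (0.00501 to 0.116 over the alternatives). Neither list was called by camera, with adjusted p = 0.51 and 0.691 for disease resistance and 0.898 and 0.671 for MYB at 6 and 24 h. The paper named both groups from these samples, so the counts are not independent evidence. Table S4 lists 12 transcripts described as late blight resistance r1a-10-like, of which 0 have tested values, and 6 described as R3a-like, of which 2 do.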

Interestingly, many transcripts in this cluster were also involved in plant disease resistance (i.e., late blight resistance protein homolog r1a-10-like and disease resistance protein R3a-like MYB protein) suggesting a crosstalk response with biotic stress. AbuQamar *et al.* (2009) reported that the *R2R3MYB* transcription factor is induced by pathogens, plant hormones and salinity in *Solanum lycopersicum* [41]. Eighty-eight up-regulated transcripts increased their expression by 30 to 50-fold (Fig. 4C) and only 49 transcripts were down-regulated (Fig. 4D).

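Of the 81 transcripts that Table S4C lists, 79 have values here, and at an FDR of 0.05 15 were higher and 9 lower in salt-treated than in control leaves at 6 h, and 11 were higher and 7 lower at 24 h. In 78 of the 79 (98.7%) the mean was higher in control leaves at 6 h than in salt-treated leaves at 24 h. Of the 53 transcripts in Table S4D, 49 have values. Of these 14 were called at 6 h, all higher under salt, while 2 were higher and 18 lower at 24 h. The mean of control leaves at 6 h was above that of salt-treated leaves at 24 h in 0 of these 49. Both sets were selected by the paper on these samples.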

**Figure 3:**
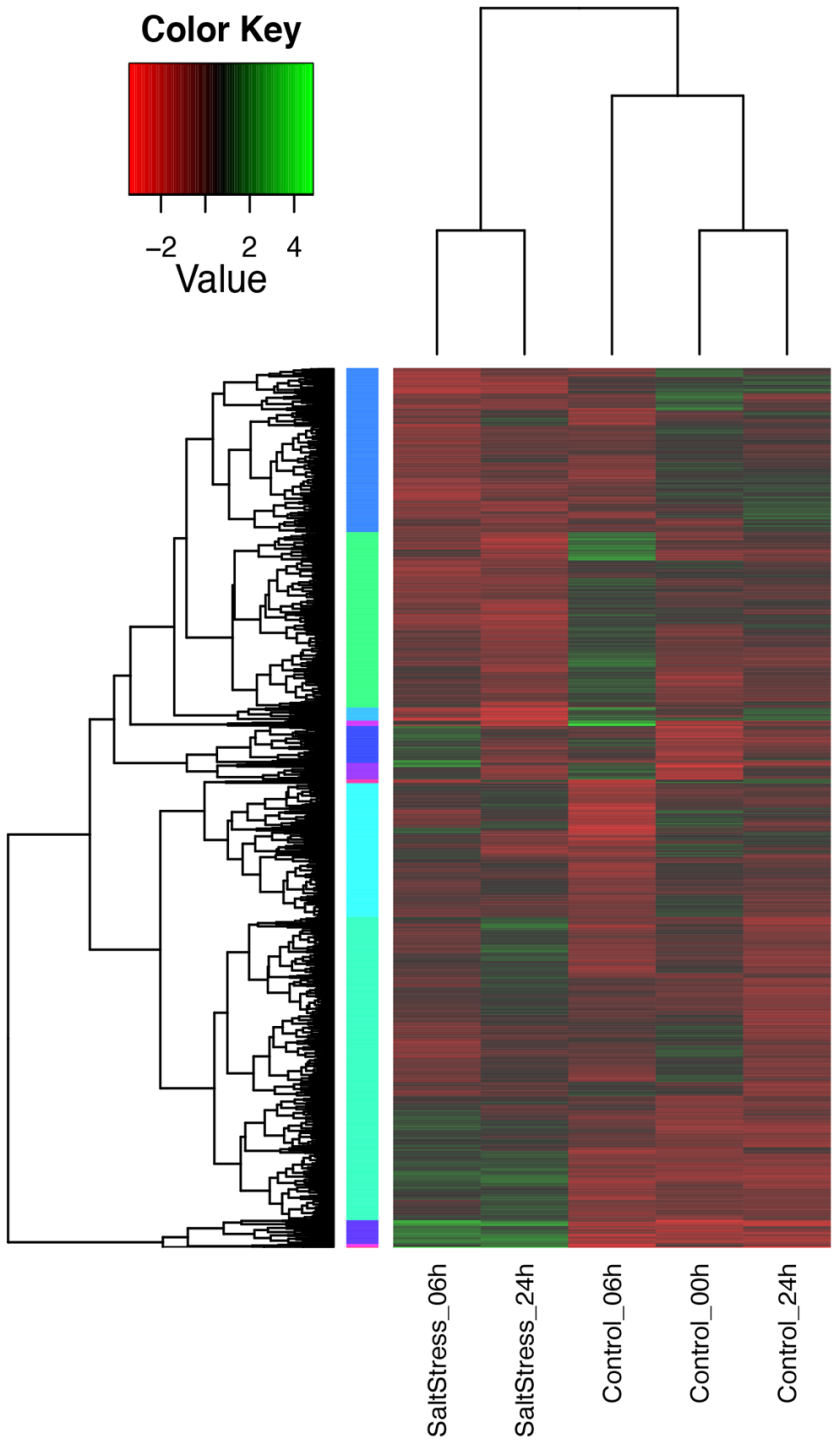
Heatmap of differentially expressed transcript isoforms across the three time points. Green and red colors indicate up- and down- regulated transcripts, respectively, from both control and salt treated leaves. False Discovery Rate (FDR) ≤0.001 and the maximum value of |log_2_ (ratio of stress/control)| ≥1 was used as cut-off to evaluate significant differences in expression.

**Figure 4:**
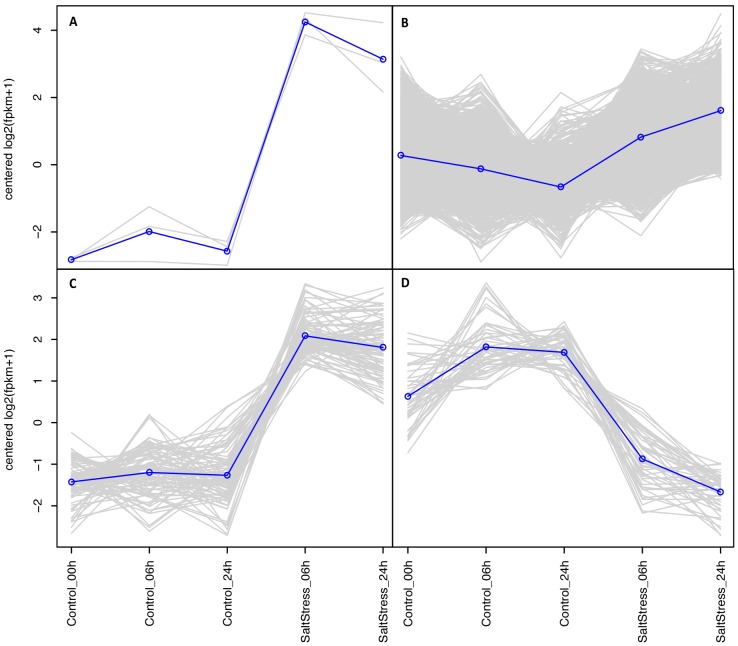
Subclusters with differently up- and down- regulated transcript isoforms. In all panels (A–D) gray color lines indicates individual transcript expression levels and blue line indicates a ‘consensus’ of all the transcripts within a specific subcluster. (A) Corresponds to subcluster 12 with 3 up-regulated transcripts, (B) corresponds to subcluster 2 with 1,125 up-regulated transcripts, and (C) corresponds to subcluster 7 with 88 up-regulated transcripts. (D) Corresponds to subcluster 4 with 49 down-regulated transcripts.

In contrast to NaCl treatment, most of the up- and down- regulated transcripts between control treatments were involved in oxidation-reduction processes, photosynthetic electron transport in photosystem II, electron carrier activity, response to cyclopentenone, coenzyme binding, cytochrome P450 regulation and transferase activity. 

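Transcripts of photosynthesis and of the clock were followed in the salt comparisons as well. Of 6 photosynthesis transcripts, 1 rose and 0 fell at 6 h (0 and 0 adjusted over the list alone), and 0 rose and 2 fell at 24 h (0 and 2 adjusted over the list alone). A photosystem II reaction center family protein (comp12720_c0_seq2) fell at 24 h from 52.9 ± 14.4 to 11.2 ± 1.95 RPKM (SD, n = 3), a log2 fold change of -2.12 (SE 0.25, adjusted p = 1.4e-05), and its value at 6 h was -0.24 (adjusted p = 0.455). For comp12720_c0_seq2 the difference between the times was -1.88 (adjusted p = 0.00155). Of 13 clock and photoreceptor transcripts, 1 rose and 0 fell at 6 h (1 and 0 adjusted over the list alone), and 3 rose and 1 fell at 24 h (3 and 1 adjusted over the list alone). A CONSTANS-like zinc finger protein (comp9090_c0_seq1), of a family that reads day length, rose at 24 h by 1.29 (SE 0.33, adjusted p = 0.00545). Neither list was called by camera, with adjusted p = 0.562 at 6 h for both, and 0.371 and 0.736 at 24 h. Cytochrome P450 comp24444_c0_seq3 fell under salt at 24 h by 2.36 on the log2 scale (adjusted p = 8.91e-06).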

A detailed lists with all up-regulated transcripts (subclusters 12, 2 and 7) and down-regulated transcripts (subcluster 4), including gene descriptions, changes in expression and their GO annotation are found in Table S4A–D.

#### Candidate genes to enhance salt tolerance

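Among the transcripts that the paper lists in Table 4, the oleosin Bn-V-like transcript (comp45963_c0_seq1), a coat protein of oil bodies, rose at 6 h from 0.702 ± 0.345 to 35.6 ± 3.89 RPKM (SD, n = 3). This is a log2 fold change of 4.44 (SE 0.29, adjusted p = 4.05e-07). At 24 h it rose from 3.07 ± 1.71 to 27.4 ± 3.65 RPKM, a log2 fold change of 2.87 (adjusted p = 3.92e-06). The homeobox-leucine zipper transcript ATHB-7-like (comp32085_c0_seq1), a transcription factor of a family that answers to abscisic acid, rose at 6 h from 2.72 ± 2.03 to 37.4 ± 6.98 RPKM, a log2 fold change of 3.54 (SE 0.69, adjusted p = 0.00178). At 24 h it rose from 4.24 ± 3.3 to 249 ± 32.3 RPKM, a log2 fold change of 5.89 (adjusted p = 1.43e-05). The ribonuclease H transcript carries the same identifier as ATHB-7-like in Table 4, so no value of its own is given. The paper chose these transcripts for their induction in these samples, so their values are not independent evidence of it.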

Based on our analysis we suggest eight salt-induced genes that could be further studied. Functional analysis for these candidate genes may be useful for genetic engineering or marker assisted selection to enhance salt tolerance in Solanaceae. 

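Timing differed between the listed transcripts, tested as the difference of the salt effect between 24 h and 6 h. The oleosin transcript (comp45963_c0_seq1) had the smaller salt effect at 24 h, with a difference of -1.57 on the log2 scale (SE 0.40, adjusted p = 0.0102). For ATHB-7-like (comp32085_c0_seq1) the difference was 2.35 (adjusted p = 0.0762). Phosphoenolpyruvate carboxylase kinase (comp14467_c0_seq2), which activates a carboxylase of carbon metabolism, was at 0.418 ± 0.307 RPKM in control and 1.37 ± 0.577 in salt-treated leaves at 6 h (SD, n = 3), a log2 fold change of 0.73 (adjusted p = 0.239). At 24 h it rose from 3.29 ± 1.88 to 37.1 ± 5.84 RPKM, a log2 fold change of 3.25 (SE 0.48, adjusted p = 9.72e-05), and the difference between the times was 2.52 (adjusted p = 0.013). Expansin-like B1 (comp40589_c0_seq1) was at -0.49 at 6 h (adjusted p = 0.642) and rose at 24 h from 1.11 ± 1.71 to 64.5 ± 5.63 RPKM, a log2 fold change of 5.25 (SE 0.80, adjusted p = 0.000118), with a difference of 5.74 (adjusted p = 0.00211). Low-temperature-induced 65 kDa protein (comp31034_c0_seq1), of a family induced by cold and drought, rose at 24 h from 3.21 ± 3.79 to 286 ± 33 RPKM, a log2 fold change of 6.45 (SE 0.80, adjusted p = 2.32e-05). At 6 h its value was 2.38 (adjusted p = 0.0333), a call lost in 5 of 13 alternatives, which are the HPLC libraries alone and 4 fits that left out a replicate (0.00444 to 0.117 over the alternatives), and the difference was 4.08 (adjusted p = 0.015). The sugar transporter SWEET11 (comp26249_c0_seq5) rose at 24 h from 33.3 ± 18.9 to 274.5 ± 52.7 RPKM (3.20, SE 0.71, adjusted p = 0.00214). At 6 h its value was 1.90 (adjusted p = 0.0498), which passed the threshold by little and was lost in 8 of 13 alternatives, among them a pseudocount of 0.1 and no filter on low values (0.0134 to 0.221 over the alternatives), and the difference between the times was 1.30 (adjusted p = 0.341).

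**Figure D2:**
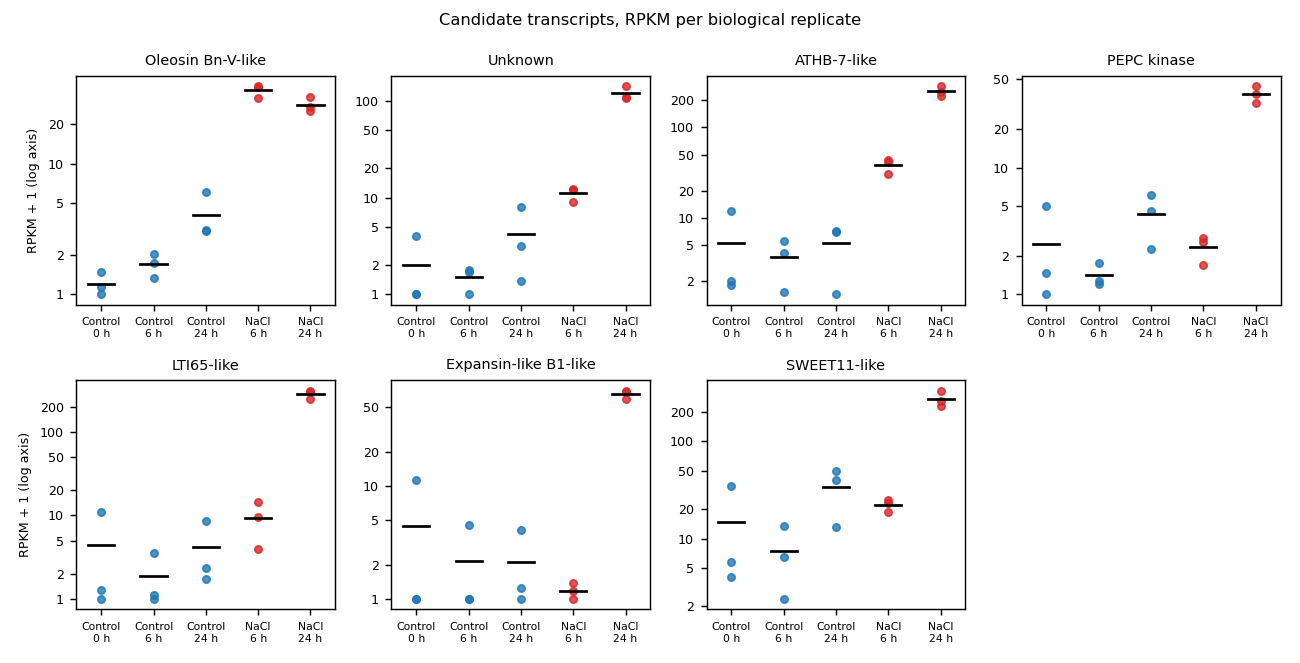
RPKM + 1 on a log axis for the 7 transcripts of Table 4 against hours after the start of treatment, with 1 point per biological replicate, control in blue, 150 mM NaCl in red and a black bar at each mean. Salt-treated leaves at 24 h lie above control leaves in every panel, from means of 27.4 against 3.07 RPKM for oleosin to 286 against 3.21 RPKM for the low-temperature-induced protein.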

We group the candidate genes into two major groups; those induced at both 06 and 24 h of salt stress (Fig. 5) and those induced at 24 h of stress but not with 6 h (Fig. 6). From the eight suggested candidate genes, no homology (unknown protein) was retrieved upon performing BLASTX to the tomato genome (ITAG release 2.31), with ‘comp32475_c0_seq1’. The ‘unknown’ transcript maps to tomato chromosome 3 between 61,095,606-61,097,016 base pairs and it is induced 17-fold when comparing control 06 h vs. salt 06 h and 59 fold when comparing control 06 h vs. salt 24 h. 

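The transcript without homology, comp32475_c0_seq1, was at 0.497 ± 0.432 RPKM in control and 10.1 ± 1.86 RPKM in salt-treated leaves at 6 h (SD, n = 3), a 20.4-fold ratio of means and a log2 fold change of 2.93 (SE 0.56, adjusted p = 0.00161). At 24 h it was at 3.16 ± 3.37 RPKM in control and 118 ± 19.1 RPKM in salt-treated leaves, a 37.5-fold ratio and a log2 fold change of 5.18 (adjusted p = 8.5e-06). Salt-treated leaves at 24 h were 238-fold above control leaves at 6 h. The salt effect on comp32475_c0_seq1 was larger at 24 h than at 6 h by 2.25 on the log2 scale (adjusted p = 0.0421). The ratios to control leaves at 6 h rest on a mean under 1 RPKM. The ratio at 24 h rests on control replicates of 0.38, 6.9 and 2.19 RPKM, so it depends strongly on single replicates. The paper proposes the listed transcripts for further study of salt tolerance.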

Genes ID, annotation, *P*-values, FDR and fold induction for the suggested candidate genes are shown in Table 4. Partial DNA sequences can be found at the SOL Genomics Network (SGN).

**Figure 5:**
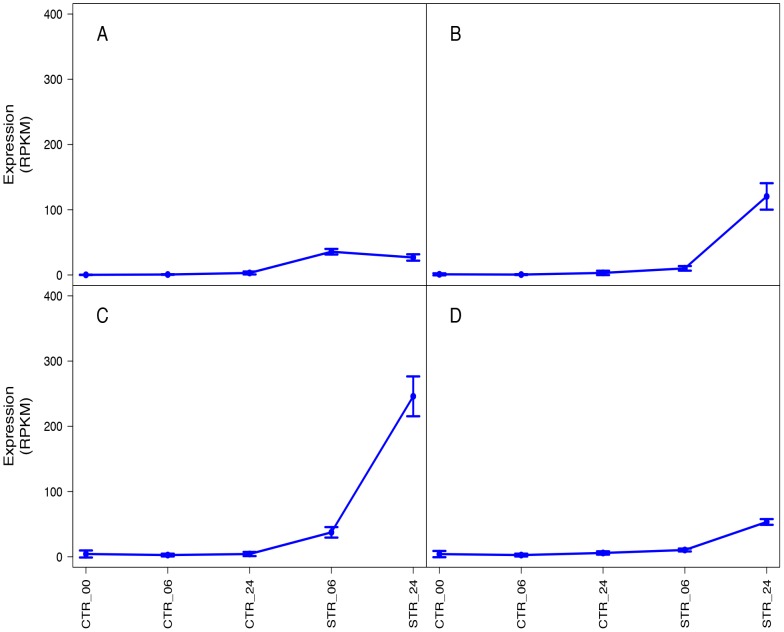
Candidate genes selected based on their high induction levels (RPKM). Candidate genes induced at both 06 and 24 h of salt stress are plotted in four panels; (A) Oleosin Bn−V−like, (B) Homeobox-leucine zipper protein ATHB-7-like, (C) Unknown (D) Putative ribonuclease H protein At1g65750-like.

**Figure 6:**
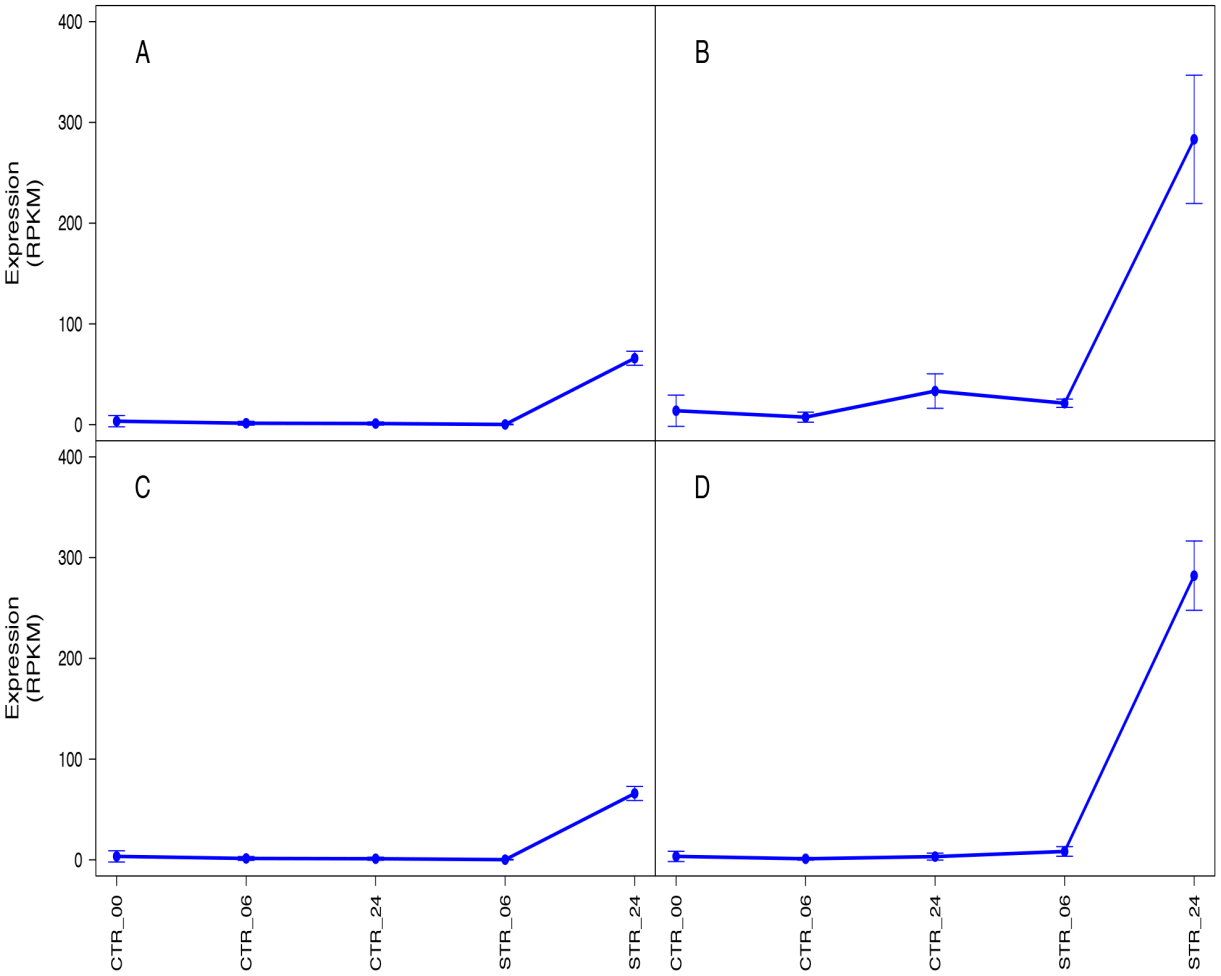
Candidate genes selected based on their high induction levels (RPKM). Candidate gens induced at 24 h of salt stress but not at 6 h are plotted in four panels; (A) Expansin-like B1-like, (B) Bidirectional sugar transporter SWEET11-like, (C) Phosphoenolpyruvate carboxylase kinase and (D) Low-temperature-induced 65 kDa protein-like.

**Table 4:** List of eight salt-induced candidate genes at both 06 and 24 h of salt stress and at 24 h of salt stress alone.

						Induced	
ID	Description	logFC	logCPM	PValue	FDR	Salt 06 h	Salt 24 h
comp45963_c0_seq1	Oleosin Bn-V-like	5.7472	4.1995	8.28E-35	9.91E-31	32-Fold	27-Fold
comp32475_c0_seq1	Unknown	3.6723	5.6885	4.48E-47	1.31E-44	17-Fold	59-Fold
comp32085_c0_seq1	Homeobox-leucine zipper protein ATHB-7-like	3.4728	3.9414	1.30E-20	1.48E-17	14-Fold	42-Fold
comp32085_c0_seq1	Putative ribonuclease H protein At1g65750-like	3.4728	3.9414	1.30E-20	1.48E-17	4-Fold	19-Fold
comp14467_c0_seq2	Phosphoenolpyruvate carboxylase kinase	4.8604	4.8598	2.16E-39	4.23E-37	.	45-Fold
comp31034_c0_seq1	Low-temperature-induced 65 kDa protein-like	2.9372	3.4215	3.41E-07	2.24E-05	.	41-Fold
comp40589_c0_seq1	Expansin-like B1-like	10.7912	5.2361	3.00E-64	1.70E-61	.	35-Fold
comp26249_c0_seq5	Bidirectional sugar transporter SWEET11-like	3.6832	7.2841	7.29E-54	2.81E-51	.	28-Fold

Gene's ID and description are represented in the first two columns and DNA sequences for all the transcripts are found in the SOL Genomics Network (SGN) database. Induction (Fold) upon salt stress is listed in the last two columns.

#### Gene Ontology analysis

To better characterize the effects of NaCl in biological processes we conducted GO enrichment analysis using Fisher's Exact Test (Bonferroni-corrected, FDR ≤0.05), with differentially expressed genes and the whole transcritpome set as a background reference. 

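At 6 h, 4 of 87 GO terms were over-represented among the 74 called transcripts that carry a term, against a background of 1411 tested transcripts with a term (one-sided Fisher's exact test, 14 terms at an unadjusted p under 0.05). DNA metabolic process had 13 called transcripts of 51 (FDR 6.66e-05), biosynthetic process 22 of 189 (FDR 0.00531), response to stress 17 of 140 (FDR 0.0137) and cell cycle 7 of 30 (FDR 0.0137). Of the transcripts that rose only, 0 terms passed at 6 h. At 24 h, 0 of 87 terms passed among 205 called transcripts, and 3 had an unadjusted p under 0.05 by Fisher's exact test. These were mitochondrion with 13 of 44 (FDR 0.617), thylakoid with 11 of 42 and protein dimerization activity with 3 of 6. The 87 terms are mostly broad. They do not include the paper's terms DNA replication, response to abscisic acid stimulus, response to salt stress or borate transport, which therefore could not pass here. With all annotated transcripts as background, 4 terms passed at 6 h and 2 at 24 h, and with transcripts called at an FDR of 0.05 and no fold minimum 2 and 1. The count of 4 terms at 6 h became 2 without replicate 1 or replicate 2 of control leaves at 6 h, and also without replicate 3 of salt-treated leaves at 6 h. It was 2 as well with the replicate number as a block.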

With the exception of ‘regulation of biological quality’, all the statistically significant overrepresented GO terms in salt treated leaves from 6 h were the same as those from 24 h. The most overrepresented GO terms in response to NaCl stress were ‘response to abscisic acid stimulus’, ‘response to jasmonic acid stimulus’, ‘response to ethylene stimulus’, ‘response to salt stress’ and ‘G-protein coupled photoreceptor activity’, indicating that most induced genes at this early stage of the stress are not salt-induced but genes involved with osmotic adjustment, hormonal changes and stress signaling (Table S5A–C). These results are in accordance with previous reports on salt stress studies [41]. 

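Ethylene synthesis and signalling could be followed by a list fixed before the data were examined, whereas the lists for abscisic acid and jasmonate matched 0 described transcripts. The paper named the ethylene theme from these samples, so its counts are not independent evidence. Of 8 ethylene transcripts, 2 rose and 0 fell at 6 h (2 and 0 adjusted over the list alone), and 3 rose and 1 fell at 24 h (4 and 1 adjusted over the list alone). ACC oxidase (comp16626_c1_seq1), which makes ethylene, rose by a log2 fold change of 1.30 at 6 h (SE 0.39, adjusted p = 0.0181), a call lost in 4 of 13 alternatives, among them the HPLC libraries alone (0.00159 to 0.0935 over the alternatives). Its 24 h level rose from 68.0 ± 26.3 to 274 ± 45.2 RPKM (SD, n = 3), a log2 fold change of 2.06 (adjusted p = 0.00064). The ethylene-responsive factor ERF112 (comp21299_c0_seq1) rose at 24 h by 1.74 (SE 0.24, adjusted p = 5.68e-05). Of 13 WRKY and NAC transcription factor transcripts, many of which act in stress responses, 4 rose and 0 fell at 6 h (5 and 0 adjusted over the list alone), and 0 rose and 1 fell at 24 h (0 and 0 adjusted over the list alone; 1 higher and 2 lower at an unadjusted p under 0.05 from limma). WRKY23 (comp23500_c1_seq2) rose at 6 h by 1.52 (SE 0.34, adjusted p = 0.00429) and a NAC factor (comp26387_c0_seq2) by 0.93 (adjusted p = 0.00838), the latter lost in the HPLC libraries alone (0.000365 to 0.0552 over the alternatives). WRKY53 (comp15947_c0_seq1) rose at 6 h by 1.57 (adjusted p = 0.0244), a call lost in 3 of 13 alternatives, among them a pseudocount of 0.1 (0.00415 to 0.117 over the alternatives), and its difference between the times was -2.56 (adjusted p = 0.0137). As sets, neither was called by camera, with adjusted p = 0.14 and 0.371 for ethylene and 0.0533 and 0.628 for WRKY and NAC at 6 and 24 h. From these terms the paper concludes that most genes induced early act in osmotic adjustment, hormonal changes and stress signaling.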

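Transcripts of DNA replication were lower under salt at 6 h and mostly not called at 24 h. Of 19 in the list, from 13 components, 0 rose and 17 fell at 6 h (0 and 17 adjusted over the list alone), and 2 rose and 1 fell at 24 h (2 and 1 adjusted over the list alone). The list was matched by description and also holds DDM1, a Ku80-like transcript and a reverse transcriptase, which are not replication factors. The licensing factor MCM2 (comp9318_c0_seq1), which unwinds DNA at origins, fell at 6 h from 12.8 ± 4.67 to 1.06 ± 0.215 RPKM (SD, n = 3), a log2 fold change of -2.69 (SE 0.27, adjusted p = 2.58e-05). At 24 h its log2 fold change was -0.36 (adjusted p = 0.291). The single-strand binding subunit RPA70 (comp25213_c0_seq3) fell at 6 h from 5.59 ± 2.2 to 0.285 ± 0.0934 RPKM, a log2 fold change of -2.31 (SE 0.23, adjusted p = 2.58e-05), and was at 0.11 at 24 h (adjusted p = 0.719). A transcript described as a DDM1-like DNA helicase (comp26104_c0_seq3) fell at 6 h by 1.98 on the log2 scale (adjusted p = 0.000169). By camera the list was lower at 6 h with a median log2 fold change of -1.69 (adjusted p = 8.9e-10), a call that was lost (adjusted p = 0.0603 with an estimated correlation), and at 24 h the median was -0.09 (adjusted p = 0.736). The paper named this theme from these samples, so the counts are not independent evidence. The difference between the times was 2.33 for comp9318_c0_seq1 (adjusted p = 0.000707) and 2.42 for comp25213_c0_seq3 (adjusted p = 0.000228).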

More interestingly, 72 significantly enriched GO terms were associated exclusively with samples at 24 h of salts stress (i.e., not found at 6 h). From these results, we observe that salt induces the activation of a distinct group of genes not activated previously, suggesting that the concentration of Na^+^ or Cl^−^ ions may interfere with cellular functions and biological processes such as the DNA replication process (i.e. GO terms: ‘DNA replication’, DNA conformation change’, DNA replication initiation’, ‘DNA-dependent DNA replication’), metabolic processes (‘nucleic acid metabolic process’, ‘glycerolipid metabolic process’, ‘RNA metabolic process’), transport (‘nuclear transport’, ‘oligopeptide transmembrane transport’, ‘nucleocytoplasmic transport’, ‘nitrogen compound transport’) and development (‘post-embryonic development’, ‘developmental process’). 

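Of the 19 transcripts in the DNA replication list, 16 had their highest group mean in control leaves at 6 h. Among the others are the Ku80-like transcript, highest in salt-treated leaves at 24 h (5.62 RPKM), and the reverse transcriptase, highest in control leaves at 0 h (2.523 RPKM). The licensing factor MCM4 (comp25231_c0_seq5) averaged 2.54 ± 0.726 RPKM in control leaves at 0 h, 6.13 ± 0.916 at 6 h and 1.03 ± 0.608 at 24 h (SD, n = 3), against 0.742 ± 0.235 and 0.395 ± 0.247 in salt-treated leaves at 6 and 24 h. Between control leaves at 0 h and 6 h, comp25231_c0_seq5 rose by 1.02 on the log2 scale (adjusted p = 0.00339) and MCM2 (comp9318_c0_seq1) by 1.22 (adjusted p = 0.00149). Transcripts of DNA repair were followed as a second list. Of 6, 0 rose and 2 fell at 6 h (0 and 2 adjusted over the list alone), and 2 rose and 1 fell at 24 h (3 and 1 adjusted over the list alone). A mismatch repair protein (comp22678_c0_seq1) fell by 0.60 on the log2 scale at 6 h (SE 0.21, adjusted p = 0.0389) and rose by 0.83 at 24 h (adjusted p = 0.00506), and the repair protein UVH3 (comp16006_c0_seq1) rose by 1.17 at 24 h (adjusted p = 0.00571). The 6 h call of comp22678_c0_seq1 was lost in 9 of 13 alternatives, among them the replicate block (adjusted p = 0.0572) and only the compared groups in the fit (0.0132 to 0.135 over the alternatives). The repair list was not called by camera (adjusted p = 0.413 at 6 h and 0.691 at 24 h). From the terms found at 24 h alone, the paper proposes that the ions interfere with DNA replication and other processes.

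**Figure D3:**
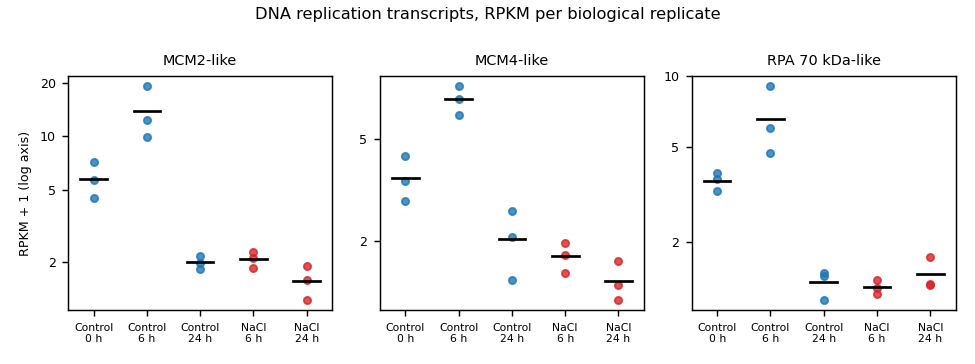
RPKM + 1 on a log axis for MCM2, MCM4 and RPA70 against hours after the start of treatment, with 1 point per biological replicate, control in blue, 150 mM NaCl in red and a black bar at each mean. Control leaves at 6 h stand highest in each panel, at 12.8, 6.13 and 5.59 RPKM, and salt-treated leaves at 6 h are at 1.06, 0.742 and 0.285 RPKM.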

The 72 GO terms are listed in Table 5. Ulm (2004) reported that Na^+^ accumulation may also cause genotoxicity in which DNA alteration/damage can arise as a consequence of errors in DNA replication and DNA repair [42]; Katsuhara and Kawasaki (1996) showed nuclear deformation and genotoxicity in the meristematic root cells of barley (*Hordeum vulgare*) in salt-treated plants grown hydroponically under 200 mM NaCl. In their experiment, cells showed deformed and degraded nuclei after 4 h of salt stress whereas untreated cells showed nuclei with smooth and clear boundaries [43]. This suggests that the genotoxicity effects of NaCl may affect grasses faster than Solanaceous plants. A complete list of all the GO terms and their respective unigenes at time point 0 h and are fond in Table S5A. An enriched Gene Ontology analysis through Fisher's exact test with multiple testing correction of FDR for control and salt treated samples at time points 06 h and 24 h are found in Tables S5B–C. DNA sequences corresponding to specific unigenes associated with GO terms can be found in the SOL Genomics Network (SGN) http://solgenomics.net webpage.

**Table 5:** Unique Gene Ontology (GO) terms associated with samples at 24 h after salt stress.

GO-ID	Term	Category	FDR
GO:1901618	organic hydroxy compound transmembrane transporter activity	F	5.30E-11
GO:1901576	organic substance biosynthetic process	P	8.90E-03
GO:1901476	carbohydrate transporter activity	F	4.33E-04
GO:0090304	nucleic acid metabolic process	P	2.18E-03
GO:0080029	cellular response to boron-containing substance levels	P	5.30E-11
GO:0071918	urea transmembrane transport	P	5.30E-11
GO:0071705	nitrogen compound transport	P	1.86E-03
GO:0071702	organic substance transport	P	1.65E-02
GO:0071496	cellular response to external stimulus	P	2.23E-02
GO:0071103	DNA conformation change	P	2.91E-02
GO:0051649	establishment of localization in cell	P	3.19E-02
GO:0051640	organelle localization	P	1.33E-05
GO:0051169	nuclear transport	P	1.07E-02
GO:0051168	nuclear export	P	1.43E-02
GO:0046715	borate transmembrane transporter activity	F	5.30E-11
GO:0046713	borate transport	P	5.30E-11
GO:0046486	glycerolipid metabolic process	P	2.40E-02
GO:0044255	cellular lipid metabolic process	P	1.48E-02
GO:0043566	structure-specific DNA binding	F	5.54E-05
GO:0042887	amide transmembrane transporter activity	F	6.00E-09
GO:0042886	amide transport	P	1.67E-05
GO:0035673	oligopeptide transmembrane transporter activity	F	1.54E-02
GO:0035672	oligopeptide transmembrane transport	P	1.54E-02
GO:0035445	borate transmembrane transport	P	5.30E-11
GO:0035384	thioester biosynthetic process	P	3.75E-02
GO:0034660	ncRNA metabolic process	P	1.58E-03
GO:0032502	developmental process	P	2.75E-02
GO:0032501	multicellular organismal process	P	4.93E-02
GO:0031669	cellular response to nutrient levels	P	9.35E-03
GO:0031668	cellular response to extracellular stimulus	P	2.23E-02
GO:0031667	response to nutrient levels	P	1.66E-02
GO:0019755	one-carbon compound transport	P	5.30E-11
GO:0016099	monoterpenoid biosynthetic process	P	1.07E-02
GO:0016098	monoterpenoid metabolic process	P	1.07E-02
GO:0016070	RNA metabolic process	P	6.06E-03
GO:0015850	organic hydroxy compound transport	P	6.85E-11
GO:0015840	urea transport	P	5.30E-11
GO:0015793	glycerol transport	P	2.15E-10
GO:0015791	polyol transport	P	1.63E-11
GO:0015665	alcohol transmembrane transporter activity	F	1.63E-11
GO:0015440	peptide-transporting ATPase activity	F	1.54E-02
GO:0015421	oligopeptide-transporting ATPase activity	F	1.54E-02
GO:0015204	urea transmembrane transporter activity	F	7.31E-10
GO:0015168	glycerol transmembrane transporter activity	F	2.15E-10
GO:0015166	polyol transmembrane transporter activity	F	1.63E-11
GO:0015144	carbohydrate transmembrane transporter activity	F	4.33E-04
GO:0015103	inorganic anion transmembrane transporter activity	F	8.14E-04
GO:0010157	response to chlorate	P	1.54E-02
GO:0010036	response to boron-containing substance	P	5.30E-11
GO:0010027	thylakoid membrane organization	P	1.12E-03
GO:0009991	response to extracellular stimulus	P	3.75E-02
GO:0009791	post-embryonic development	P	4.79E-02
GO:0009704	de-etiolation	P	3.75E-02
GO:0009668	plastid membrane organization	P	1.12E-03
GO:0009658	chloroplast organization	P	1.88E-06
GO:0009657	plastid organization	P	3.78E-05
GO:0009605	response to external stimulus	P	1.64E-02
GO:0009536	plastid	C	3.19E-02
GO:0009507	chloroplast	C	2.27E-02
GO:0009058	biosynthetic process	P	4.29E-02
GO:0008765	UDP-N-acetylmuramoylalanyl-D-glutamate-2,6-diaminopimelate ligase	F	1.54E-02
GO:0008610	lipid biosynthetic process	P	4.05E-05
GO:0008509	anion transmembrane transporter activity	F	2.34E-02
GO:0006996	organelle organization	P	2.07E-02
GO:0006913	nucleocytoplasmic transport	P	1.07E-02
GO:0006820	anion transport	P	3.97E-02
GO:0006650	glycerophospholipid metabolic process	P	1.21E-02
GO:0006270	DNA replication initiation	P	1.43E-02
GO:0006261	DNA-dependent DNA replication	P	1.84E-04
GO:0006260	DNA replication	P	1.72E-02
GO:0003677	DNA binding	F	4.93E-02
GO:0003676	nucleic acid binding	F	1.94E-02

False Discovery Rate (FDR) cut-off was set at 0.05, and all biological GO terms were significantly overrepresented.

The compartmentalization of Na^+^ into the vacuole by the Na^+^/H^+^ tonoplast antiporter is a mechanism employed by some plants to cope with salt [44]–[46]. Tomato plants overexpressing an *Arabidopsis* vacuolar Na^+^/H^+^ antiporter (*AtNHX1*) were able to grow in the presence of 200 mM sodium chloride accumulating high sodium concentrations in leaves but not in fruits [46]. However, we did not observe this mechanism in our experiment. 

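A transcript described as a sodium/proton exchanger, comp16645_c0_seq1, rose at 6 h from 26.7 ± 2.92 to 78.8 ± 2.85 RPKM (SD, n = 3), a log2 fold change of 1.53 (SE 0.21, adjusted p = 0.000171). By 24 h it went up from 16.6 ± 1.11 to 33.8 ± 7.33 RPKM, a log2 fold change of 0.96 (adjusted p = 0.00177), and the change between the times was -0.57 (adjusted p = 0.151). The description does not say in which membrane this exchanger lies. Of 6 transcripts of sodium, potassium and proton transport, 1 rose and 1 fell at 6 h, and 2 rose and 0 fell at 24 h, with the same counts adjusted over the list alone. The potassium channel AKT2 (comp23771_c0_seq1) fell at 6 h by 0.90 on the log2 scale (SE 0.33, adjusted p = 0.0443), and potassium transporter 11 (comp18162_c0_seq2) rose at 24 h by 0.84 (SE 0.31, adjusted p = 0.0362). The call of AKT2 was lost in 8 of 13 alternatives, among them a pseudocount of 0.1 (adjusted p 0.0254 to 0.214 over the alternatives), and that of the transporter in 5 of 13, each without 1 replicate (0.00994 to 0.106). By camera the list was not called, with adjusted p = 0.562 at 6 h and 0.371 at 24 h.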

We believe that after 24 h of salt stress, while initial cellular damage can be evident, a longer-term response may be required to observe genes involved in exclusion and/or compartmentalization of ions. Future work with RNA-seq should seek to understand the longer-term detrimental consequences of salt in in Solanaceae plants.

In this work we carried out the first in-depth transcriptomic analysis in *Petunia* under salt stress through RNA-seq. We quantified the expression of more than 7,000 genes across 24 h of acute NaCl stress. The large number of up- and down- regulated transcripts in response to salt stress is consistent with previous research and the underlying physiological responses to NaCl treatment. Stress response genes related to reactive oxygen species, transport, and signal transductions as well as novel and undescribed genes were identified. 

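Of 11 transcripts of enzymes that handle reactive oxygen species, 4 rose and 0 fell at 6 h (5 and 0 adjusted over the list alone), and 6 rose and 0 fell at 24 h (7 and 0 adjusted over the list alone), with 0 lower at an unadjusted p under 0.05 from limma at either time. Peroxidase 73 (comp25904_c0_seq2) rose at 24 h from 0.888 ± 0.438 to 12.9 ± 2.22 RPKM (SD, n = 3), a log2 fold change of 2.89 (SE 0.24, adjusted p = 8.07e-07), with 0.57 at 6 h (adjusted p = 0.0763) and a difference between the times of 2.32 (adjusted p = 0.000374). A monothiol glutaredoxin (comp10977_c1_seq1), which reduces disulfides, rose by 1.60 at 6 h (SE 0.34, adjusted p = 0.00316) and also rose at 24 h (adjusted p = 0.00259). A glutathione S-transferase (comp16946_c0_seq1) rose by 1.07 at 6 h (SE 0.38, adjusted p = 0.0399) and 2.24 at 24 h (adjusted p = 0.000292). Its call at 6 h was lost in 7 of 13 alternatives, among them a pseudocount of 0.1 (adjusted p 0.0218 to 0.173 over the alternatives). As a set the list was not called by camera, with a median log2 fold change of 0.57 at 6 h (adjusted p = 0.0533) and 1.19 at 24 h (adjusted p = 0.051). The paper named this group from these samples, so the counts are not independent evidence.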

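Water channels fell and sugar transporters were split at 24 h. Of 6 aquaporin and boron transporter transcripts from 5 components, 0 rose and 1 fell at 6 h (0 and 1 adjusted over the list alone), and 0 rose and 6 fell at 24 h (0 and 6 adjusted over the list alone), with 1 higher at 6 h and 0 at 24 h at an unadjusted p under 0.05 from limma. The plasma membrane aquaporin PIP2-4 (comp16298_c1_seq1) fell at 24 h from 230 ± 42.8 to 50.3 ± 11.6 RPKM (SD, n = 3), a log2 fold change of -2.18 (SE 0.24, adjusted p = 8.94e-06). At 6 h its value was 0.59 (adjusted p = 0.0659) and the difference between the times was -2.78 (adjusted p = 0.000149). The tonoplast aquaporin TIP4-1 (comp10877_c0_seq1) fell at 24 h by 1.91 on the log2 scale (SE 0.23, adjusted p = 1.53e-05), and the X intrinsic protein comp21541_c0_seq2 fell from 18.4 ± 4.21 to 2.3 ± 0.638 RPKM (log2 fold change -2.56, adjusted p = 3.87e-05). For comp21541_c0_seq1, of the same component, the 24 h call was lost in 4 of 13 alternatives, among them the HPLC libraries alone (log2 fold change -0.399, adjusted p 0.0054 to 0.284 over the alternatives). Camera called the list lower at 24 h, with a median log2 fold change of -1.38 (adjusted p = 0.00615), a call that was lost (adjusted p = 0.195 with an estimated correlation), and not at 6 h (adjusted p = 0.898). Of 12 sugar and polyol transporter transcripts, 3 rose and 0 fell at 6 h (2 and 0 adjusted over the list alone), and 4 rose and 5 fell at 24 h (4 and 5 adjusted over the list alone). SWEET1 (comp15567_c0_seq1) rose by 1.18 at 6 h (SE 0.26, adjusted p = 0.00333) and 1.83 at 24 h (adjusted p = 5.85e-05), and polyol transporter 5 (comp16836_c0_seq1) by 1.70 (SE 0.34, adjusted p = 0.00191) and 1.84 (adjusted p = 0.000514). The sugar list was not called (camera adjusted p = 0.835 and 0.904), and its median and mean differ in sign, with -0.15 and 0.30 at 6 h and -0.37 and 0.48 at 24 h. The paper named transport, of borate and carbohydrates among others, from these samples, so the counts of both lists are not independent evidence.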

The candidate genes identified in this study can be applied as markers for breeding efforts or as candidates to genetically engineer plants to enhance salt tolerance. GO terms analyses indicated that most of the NaCl damage happened at 24 h inducing genotoxicity, affecting transport and organelles due to the high concentration of Na^+^ ions. We suggest that future RNA-seq with members of the Solanaceae incorporate more time points (i.e., longer exposure to NaCl) to assess detrimental effects of sodium chloride in plants. In this work we also propose a novel *Petunia* transcriptome assembled out of 196 million Illumina reads with Trinity software that can be used as an excellent tool for biological and bioinformatic inferences in the absence of an available genome. Additionally, we introduced a slight modification in the library preparation barcoding samples with non-HPLC primers. The methodological improvement presented could benefit the work in different next generation sequencing technologies, where the use of HPLC purified primers is an important contribution to the cost of sample preparation, thereby reducing a barrier to researchers of limited means to use high-throughput RNA sequencing.

## Supporting Information

Figure S1 Clustering of differentially expressed transcripts when comparing dispersion between biological (r1, r2, r3) vs. technical replicates (NH and HP). Conrtrol00h, Controlh06 and Control24h indicate control leaves samples taken at time 0 h, 6 h and 24 h respectively, after treatment commenced. SaltStress00h, SaltStress06h, SaltStress24h indicate salt treated leaf samples at the same time points. Clustering between NH and HP datasets is smaller for the biological replicates.
(TIFF)

Figure S2 Species distribution and their BLAST Hits.
(TIF)

Table S1 Million reads per library before (raw data, column 3) and after data cleaning (filtered data, column 4). The 6 unique nucleotides tags used to index each library are shown in the first column and yield (GB) per library in column 2. Note that library 5 indexed with non-HPLC primer failed.
(DOCX)

Table S2 **A.** Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 10 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets. B. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 100 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets. C. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 1,000 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets. D. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 10,000 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets. E. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 100,000 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets.
(DOCX)

Table S3 *Petunia x hybrida* cv. ‘Mitchell Diploid’ transcriptome and its functional annotation.
(XLSX)

Table S4 A. Up-regulated transcripts in cluster 12, changes in expression and GO terms annotation. B. Up-regulated transcripts in cluster 2, changes in expression and GO terms annotation. C. Up-regulated transcripts in cluster 7, changes in expression and GO terms annotation. D. Down-regulated transcripts in cluster 4, changes in expression and GO terms annotation.
(XLSX)

Table S5 A. Enriched Gene Ontology analysis and unigenes associated at CTR_00 through Fisher's exact test with multiple testing correction of False Discovery Rate (FDR). B. Enriched Gene Ontology analysis and unigenes associated between CTR_06 and STR_06 through Fisher's exact test with multiple testing correction of False Discovery Rate (FDR). C. Enriched Gene Ontology analysis and unigenes associated between CTR_24 and STR_24 through Fisher's.
(XLSX)

# Supplementary material for: Transcriptomic Analysis of Petunia hybrida in Response to Salt Stress Using High Throughput RNA Sequencing
**Source:** PLoS One. 2014 Apr 10;9(4):e94651. doi: 10.1371/journal.pone.0094651
**Supplement:** Table S1 — Million reads per library before (raw data, column 3) and after data cleaning (filtered data, column 4). The 6 unique nucleotides tags used to index each library are shown in the first column and yield (GB) per library in column 2. Note that library 5 indexed with non-HPLC primer failed.

**Supporting Information**

Table S1.

| Library/primer type | Sample / Rep | Tag/Index | Yield (GB) | Row Reads |  |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Lib. 1. Non-HPLC | Leaf CTR_00 h /R1 | ATCACG | 1,355 | 14,299,136 |  | |  | |
| Lib. 1. HPLC | Leaf CTR_00 h /R2 | CCGTCC | 1,045 | 10,962,764 |  | |  | |
| Lib. 2. Non-HPLC | Leaf CTR_00 h /R3 | CGATGT | 2,200 | 23,084,764 |  | |  | |
| Lib. 2. HPLC | Leaf CTR_00 h /R4 | GTAGAG | 982 | 10,319,494 |  | |  | |
| Lib. 3. Non-HPLC | Leaf CTR_00 h /R5 | TTAGGC | 1,724 | 18,140,264 |  | |  | |
| Lib. 3. HPLC | Leaf CTR_00 h /R6 | GTCCGC | 1,119 | 11,751,364 |  | |  | |
| Lib. 4. Non-HPLC | Leaf CTR_06 h /R1 | TGACCA | 2,085 | 21,904,108 |  | |  | |
| Lib. 4. HPLC | Leaf CTR_06 h /R2 | GTGAAA | 1,026 | 10,766,412 |  | |  | |
| Lib. 5. Non-HPLC | Leaf CTR_06 h /R3 | CACTGT | . | . |  | |  | |
| Lib. 5. HPLC | Leaf CTR_06 h /R4 | GTGGCC | 1,273 | 13,362,088 |  | |  | |
| Lib. 6. Non-HPLC | Leaf CTR_06 h /R5 | GCCAAT | 1,375 | 14,459,178 |  | |  | |
| Lib. 6. HPLC | Leaf CTR_06 h /R6 | GTTTCG | 987 | 10,365,066 |  | |  | |
| Lib. 7. Non-HPLC | Leaf STR_06 h /R1 | CAGATC | 1,595 | 16,771,012 |  | |  | |
| Lib. 7. HPLC | Leaf STR_06 h /R2 | CGTACG | 1,156 | 12,130,828 |  | |  | |
| Lib. 8. Non-HPLC | Leaf STR_06 h /R3 | ACTTGA | 1,566 | 16,458,846 |  | |  | |
| Lib. 8. HPLC | Leaf STR_06 h /R4 | GAGTGG | 952 | 9,981,366 |  | |  | |
| Lib. 9. Non-HPLC | Leaf STR_06 h /R5 | GATCAG | 1,742 | 18,340,684 |  | |  | |
| Lib. 9. HPLC | Leaf STR_06 h /R6 | GGTAGC | 1,171 | 12,287,296 |  | |  | |
| Lib. 10. Non-HPLC | Leaf CTR_24 h /R1 | TAGCTT | 1,211 | 12,733,646 |  | |  | |
| Lib. 10. HPLC | Leaf CTR_24 h /R2 | ACTGAT | 1,044 | 10,952,164 |  | |  | |
| Lib. 11. Non-HPLC | Leaf CTR_24 h /R3 | GGCTAC | 1,365 | 14,364,874 |  | |  | |
| Lib. 11. HPLC | Leaf CTR_24 h /R4 | ATGAGC | 1,161 | 12,210,772 |  | |  | |
| Lib. 12. Non-HPLC | Leaf CTR_24 h /R5 | CTTGTA | 1,541 | 16,181,450 |  | |  | |
| Lib. 12. HPLC | Leaf CTR_24 h /R6 | ATTCCT | 1,153 | 12,096,176 |  | |  | |
| Lib. 13. Non-HPLC | Leaf STR_24 h /R1 | AGTCAA | 1,366 | 14,368,884 |  | |  | |
| Lib. 13. HPLC | Leaf STR_24 h /R2 | CAAAAG | 1,062 | 11,152,362 |  | |  | |
| Lib. 14. Non-HPLC | Leaf STR_24 h /R3 | AGTTCC | 1,560 | 16,404,210 |  | |  | |
| Lib. 14. HPLC | Leaf STR_24 h /R4 | CAACTA | 1,338 | 14,029,986 |  | |  | |
| Lib. 15. Non-HPLC | Leaf STR_24 h /R5 | ATGTCA | 1,570 | 16,508,928 |  | |  | |
| Lib. 15. HPLC | Leaf STR_24 h /R6 | CACCGG | 1,136 | 11,933,690 |  | |  | |

CTR=Control, STR= 150 mM NaCl, _00=0 h after NaCl; _06=6 h after NaCl; _24= 24 h after NaCl.

# Supplementary material for: Transcriptomic Analysis of Petunia hybrida in Response to Salt Stress Using High Throughput RNA Sequencing
**Source:** PLoS One. 2014 Apr 10;9(4):e94651. doi: 10.1371/journal.pone.0094651
**Supplement:** Table S2 — A. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 10 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets. B. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 100 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets. C. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 1,000 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets. D. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 10,000 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets. E. Variance partitioning in Permutational Multiple Analysis of Variance (ADONIS) comparing expression profiles of the 100,000 most expressed transcripts between HPLC (HP) vs. non-HPLC (NH) datasets.

**Supporting Information**

How the deposited data were processed for this re-analysis (not part of the article)

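RNA of petunia leaves was sequenced from 15 biological replicates, 3 in each of 5 groups, which are control leaves at 0, 6 and 24 h and leaves exposed to 150 mM NaCl for 6 and 24 h. Each replicate was a pool of leaves from 3 plants. The authors captured poly(A) RNA, made strand-specific libraries with HPLC or non-HPLC index primers, sequenced paired reads in 1 lane, and trimmed adapters and low-quality bases. They assembled the reads of each primer set with Trinity, SOAPdenovo-trans and Trans-ABySS, mapped reads to the Trinity assembly, estimated expression with RSEM, tested it with a count-based Bioconductor package and annotated transcripts with Blast2GO. The tables analysed here are RPKM per library and transcript, contig lengths per assembly in bp, lengths of tomato coding sequences in bp, and GO terms per transcript. The RPKM values have 2 decimals and are not counts, so tests that need counts were not run. Whether a TMM factor was applied to the RPKM is not stated in the text, and how the 4767 transcripts were chosen from the assembly is not stated either.

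Groups were taken from the sample labels and from the names of the columns, never from values or order. Of the 29 columns, 28 were used, with 6, 5 and 6 in control leaves at 0, 6 and 24 h and 6 and 5 in salt-treated leaves at 6 and 24 h. The labels give a technical replicate number and the columns give the index primer, so the primer was used as the technical factor. Library depth is the paper's, and the precision of a single value rests on 3 replicates per group, since counts behind an RPKM value are not known. The labels' 3 samples of salt at 0 h were not used.

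Libraries of a biological replicate were averaged. Values were taken as log2(RPKM + 1), and 4658 transcripts with an RPKM of at least 1 in at least 3 replicates were tested, which left out 109. All 5 groups were fitted together in limma 3.58.1 (R 4.3.3) with a trend in the prior variance, and p-values were adjusted by Benjamini-Hochberg over the tested transcripts. Adjusted p and FDR in the passages are limma's for single transcripts. Transcripts were called at an FDR of 0.001 and a log2 fold change of 1 in size, and the interaction of salt and time, single genes and lists at an FDR of 0.05. Standard errors are limma's moderated ones. SDs are between biological replicates.

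The 26 gene lists were written before the data were examined and matched to the descriptions of the annotation. Many of them follow themes that the paper had named from these same samples. They cover heat shock proteins and chaperones, abscisic acid, ethylene, jasmonate, osmoprotection, reactive oxygen species, transport of sodium, potassium and protons, aquaporins and boron transporters, sugar transport, protein kinases, cytoskeleton and vesicles, disease resistance, MYB factors, WRKY and NAC factors, photosynthesis, the clock, DNA replication, DNA repair, cell wall, ribosomal proteins, dividing cells, epidermis and cuticle, xylem and lignin, petal pigment, transcripts of the plastid genome, and genes often used as controls. The 23 lists with at least 3 members were tested as sets with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, and adjusted over the 23 lists. GO terms with at least 5 transcripts among the tested transcripts with a term were tested by a one-sided Fisher's exact test. Variance was partitioned with adonis2 of vegan 2.7.1 on Bray-Curtis distances with treatment, time, primer and all their interactions and 999 permutations. Technical and biological differences were compared by an exact sign-flip test over 13 replicates, which takes them as independent although replicates of a group share distances. Contigs were counted with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

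Named transcripts follow a rule set before the data were examined. They are those the paper names by identifier, whose values in the paper's tables had been seen, and for each salt comparison up to 10 rising and up to 10 falling transcripts with the largest changes among those called, described, and without overlap between replicates, 1 per component. To these come up to 4 members per list with the smallest adjusted p, the 5 highest and 5 lowest interactions, and the 5 highest and 5 lowest changes of control leaves from 0 to 6 h. The alternatives tried were a pseudocount of 0.1, no filter on low values, the replicate number as a block, each library as its own replicate, a fit of the compared groups alone, an FDR of 0.05 with no fold minimum, leaving out each replicate, other set tests, other backgrounds and other minimum contig lengths. The fit was tested on simulated data with 200 changed transcripts and the same spread in every group. Counts of reads, sequences and the full list of transcripts were not used here.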

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

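The test of the difference of the salt effect between 24 h and 6 h was planned, and the alternatives with HPLC libraries only were chosen after the results were seen. The 10 transcripts given here stand out because the effect of salt at 24 h differed from that at 6 h by that test with limma, at an FDR of 0.05, with the highest and lowest differences among the described transcripts called. No explanation was tested for any single one of them. All are single transcripts of an assembly, so other transcripts of the same component can behave otherwise.

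The 5 highest differences include 2 chaperones, which help proteins to fold. The SET-like transcript (comp21515_c0_seq2) had a difference of 3.52 on the log2 scale (SE 0.45, adjusted p = 0.000149), with 15.4 RPKM in control and 3.47 in salt-treated leaves at 6 h, and 1.92 and 8.79 at 24 h. Heat shock cognate 70 kDa protein (comp16641_c0_seq2) had a difference of 3.50 (SE 0.85, adjusted p = 0.00724), a call lost with a pseudocount of 0.1 (adjusted p = 0.256) and in the HPLC libraries alone (adjusted p = 0.0692), with 0.000366 to 0.256 over the alternatives. The heat shock protein 83-like transcript (comp26507_c0_seq2) had a difference of 3.36 (SE 0.38, adjusted p = 0.000114), from a log2 fold change of -1.62 under salt at 6 h to 1.74 at 24 h. A transcript described as major pollen allergen Ory s 1 (comp15527_c0_seq1) had a difference of 3.26 (SE 0.83, adjusted p = 0.01), a call lost with a pseudocount of 0.1 (adjusted p = 0.218), with 0.000241 to 0.218 over the alternatives. The difference was 2.67 for a 60S ribosomal protein (comp22763_c0_seq3; SE 0.38, adjusted p = 0.000306), which had 58.8 RPKM in control and 19.3 in salt-treated leaves at 6 h, and 14.9 and 34.1 at 24 h.

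Among the 5 lowest differences, the cell wall protein exp1 precursor (comp25698_c1_seq3) had -4.74 (SE 0.47, adjusted p = 5.46e-05). The zinc finger transcript ZAT11-like (comp21609_c0_seq1) had -4.35 (SE 1.49, adjusted p = 0.0368), with 8.07 RPKM in control and 24.7 in salt-treated leaves at 6 h, and 32 ± 34 and 1.38 ± 0.524 at 24 h (SD, n = 3). Its call was lost with a pseudocount of 0.1 (adjusted p = 0.0807), without control 6 h replicate 2 (0.0941) or 3 (0.0634), without control 24 h replicate 1 (0.0838) or 2 (0.0919), without salt 6 h replicate 1 (0.0571) or 3 (0.0785), and without salt 24 h replicate 1 (0.0594), 2 (0.0677) or 3 (0.0609), with an adjusted p of 0.000401 to 0.0941 over the alternatives.

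Of 2 transcripts like CCR4-associated factor 1 homolog 9, a subunit of an enzyme that shortens poly(A) tails, comp17001_c0_seq1 had a difference of -3.90 (SE 1.24, adjusted p = 0.0275). This call was lost in the HPLC libraries alone (adjusted p = 0.0503), without control 6 h replicate 2 (0.0694), without control 24 h replicate 1 (0.0697) or 2 (0.0707), without salt 6 h replicate 2 (0.0541), and without salt 24 h replicate 1 (0.0518) or 2 (0.0599), with 6.78e-05 to 0.0707 over the alternatives. The other, comp8183_c0_seq1, had -2.94 (SE 0.85, adjusted p = 0.0179), a call lost without control 6 h replicate 2 (adjusted p = 0.0501), with 0.000393 to 0.0501 over the alternatives. UDP-glucuronate 4-epimerase 1-like (comp26376_c0_seq1), which makes a sugar of pectin, had -3.05 (SE 0.77, adjusted p = 0.00916), with 5.48 RPKM in control and 10.6 in salt-treated leaves at 6 h, and 21.1 and 3.25 at 24 h. Its control replicate 3 at 24 h was at 4.69 RPKM, against 25.9 and 32.83 in replicates 1 and 2. The same control replicate was low for comp17001_c0_seq1 (4.635 against 142 and 136.4) and comp8183_c0_seq1 (5.48 against 40.69 and 43.48). It was also low for comp21609_c0_seq1 (0.355 against 27.56 and 67.97).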

How the results depend on the processing

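Each alternative here was chosen before the data were examined, except HPLC libraries only, columns set to the same median, exchanged names of control 6 h and salt 24 h, and an FDR of 0.001 for the interaction, which were chosen after seeing the data. The 257 results for 144 named transcripts were computed under 3401 alternatives, of which 3165 kept their direction and side of the threshold, 46 passed it newly, 190 lost it and 0 reversed. Most of these transcripts were picked for large changes or small adjusted p in these same data. Results that stayed uncalled also count as kept. The tally therefore does not measure how stable the results for other transcripts are. The cause was not tested for any result that did not hold, apart from fewer replicates without one. Depth limits are not known per value, since counts behind the RPKM were not used here. DESeq2 and its size factors, an exact test per library on counts, totals without TMM, the first technical library only, all comparisons and baselines with salt at 0 h, and a unit per kilobase for the most expressed transcripts were not run.

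With only the compared groups in the fit, the calls became 555 for control at 6 h against 0 h (main count 1208), 0 for control at 24 h against 0 h (319) and 749 for control at 24 h against 6 h (1517). They became 577 for salt at 24 h against control at 0 h (1227), 799 for salt at 6 h against control at 24 h (1277), 1 for salt against control at 6 h (232) and 160 at 24 h (677). Fewer were lost between the salt groups (1382 of 1417) and for salt at 24 h against control at 6 h (1846 of 2098). These fits have as many replicates, so sample number alone does not account for the losses. The joint fit takes 1 spread per transcript for all groups. For replicates with both libraries, the biological difference was 0.590 to 0.604 in salt at 24 h and 0.852 to 0.912 in control at 24 h. Whether this caused the losses was not tested. An FDR of 0.05 with no fold minimum gave 2661 for control at 6 h against 0 h, 1782 for 24 h against 0 h and 2868 for 24 h against 6 h. It gave 2933 and 2912 for salt at 6 and 24 h against control at 0 h, and 3247 for salt at 24 h against control at 6 h. It also gave 2438 for salt at 6 h against control at 24 h, 1607 and 2168 for salt against control at 6 and 24 h, and 2811 between the salt groups. A pseudocount of 0.1 gave 156 for control at 24 h against 0 h and 125 for salt against control at 6 h. Each library as its own replicate gave 954 for control at 24 h against 0 h, and 647 and 1187 for salt against control at 6 and 24 h. HPLC libraries only gave 83 and 745 for control and salt at 24 h against control at 0 h, 91 and 389 for salt against control at 6 and 24 h, and 959 for the interaction. An FDR of 0.001 left 165 interactions. With the names exchanged, salt against control gave 1417 at 6 h and 1517 at 24 h.

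With the replicate number as a block, control at 24 h against 0 h gave 175 calls and 2 GO terms were enriched at 6 h instead of 4, and no other count moved by over 1.5 times. The paper describes 9 plants per treatment in 3 groups of 3, with leaves of each group pooled at each hour. The hours of a treatment thus share plants, but the paper does not say that the numbers follow the groups. Of 9 correlations between same-numbered control replicates of different hours 5 were above 0.1 (-0.204 to 0.288), of 3 between salt replicates 0 (-0.069 to 0.079) and of 18 between control and salt 1 (-0.26 to 0.112), and the own number correlated best in 8 of 30. The numbers are thus not shown to pair the samples, and counts between hours take the hours as independent although they share plants.

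Leaving out 1 replicate gave 885 to 1039 calls for control at 6 h against 0 h, 19 to 267 for control at 24 h against 0 h, 1170 to 1449 for control at 24 h against 6 h, 1213 to 1447 and 721 to 1124 for salt at 6 and 24 h against control at 0 h, 1683 to 1824 for salt at 24 h against control at 6 h, 974 to 1118 for salt at 6 h against control at 24 h, 42 to 173 and 364 to 627 for salt against control at 6 and 24 h, 1025 to 1090 between the salt groups and 1069 to 1674 for the interaction. Control at 24 h against 0 h moved most, to 43 and 19 without control 0 h replicates 1 and 2, and to 119, 43 and 83 without control 24 h replicates 1, 2 and 3. Salt at 24 h against control at 0 h gave 809 and 721 without control 0 h replicates 1 and 2, and 791 and 786 without salt 24 h replicates 2 and 3. Salt against control at 6 h gave 42 and 116 without control replicates 2 and 3, and 72, 82 and 42 without salt replicates 1, 2 and 3. At 24 h it gave 379 without control replicate 1, and 364, 429 and 401 without salt replicates 1, 2 and 3.

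Of the gene lists, 1 was called at 6 h and 2 at 24 h, and 0 and 0 with an estimated correlation, 12 and 12 with fry, 3 at 6 h with no filter on low values, and 1 at 24 h with one transcript per component. Leaving out 1 replicate gave 1 to 3 lists at 6 h (3 without control replicate 3, 2 and 3 without salt replicates 2 and 3) and 2 to 4 at 24 h (4 without control replicate 3). GO terms enriched were 4 at 6 h and 0 at 24 h, and 2 and 1 among transcripts called at an FDR of 0.05 with no fold minimum, 0 at 6 h among those that rose, and 2 at 24 h with all annotated transcripts as background. Leaving out 1 replicate gave 2 to 6 terms at 6 h (2 without control replicates 1 and 2 and without salt replicate 3) and 0 to 1 at 24 h (1 without control replicates 1 and 2).

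The primer's share of the variance over all transcripts was 1.78% on Euclidean distances of log2 values. The difference between biological and technical spread was 0.1123 to 0.1806 when 1 replicate was left out. The L50 with contigs of at least 200 bp, of at least 500 bp and from non-HPLC libraries was 1360, 1710 and 1466 bp for Trinity, 1225, 1555 and 1155 for SOAP K47, 1262, 1582 and 1075 for SOAP K25, and 1077, 1338 and 851 for Trans-ABySS. Annotations counted per component were 41069.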

Differences from the paper's values

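For the SOAP K25 assembly, the paper's L50 of 510 bp stands against 989 bp in the HPLC assembly here and the paper's N50 of 31210 contigs against 17847, and both differ under all 3 alternatives set before the data were examined, among them the non-HPLC assembly (1075 bp and 19057 contigs). The paper does not say which libraries its Table 1 is of, and its Trans-ABySS values are those of the non-HPLC assembly here (851 bp and 36849 contigs). The paper's components with the terms metabolic process, cellular process and response to stimulus are 9611, 9443 and 3330, against 1657, 2618 and 0 here, for which no alternative was set. The counts here are of terms as assigned in the annotation, with no parent terms added, and the paper does not say which its counts are.

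For transcript counts at the paper's FDR of 0.001 and log2 fold change of 1, the test here is limma on RPKM of the deposited transcripts. The FDR here is adjusted over the 4658 tested transcripts alone. Adjusted over 135814 transcripts, with those not analysed here taken as unchanged, salt against control gives 13 calls at 6 h and 177 at 24 h. For salt at 6 h against control at 0 h, the paper's 1058 transcripts (790 genes) stand against 1627 (1234), which no longer differs under 9 of 12 alternatives set before the data were examined and still does under 3 (no filter on low values, each library as its own replicate, FDR 0.05 with no fold minimum), for genes likewise. For salt at 24 h against control at 0 h, the paper's 710 (502) stand against 1227 (1005). The transcripts differ under 5 of 12 (no filter, replicate block, each library as its own replicate, FDR 0.05 with no fold minimum, without control 0 h replicate 3) and not under the other 7, and the genes also differ with a pseudocount of 0.1. For control at 24 h against 6 h, the paper's 526 (440) stand against 1517 (1116), which differ under 11 of 12 and not with only the compared groups in the fit (749 and 576). For salt against control at 6 h, the paper's 905 (669) stand against 232 (210), which differ under 11 of 12 and not with each library as its own replicate (647 and 548). For salt at 6 h against control at 24 h, the paper's 780 (553) stand against 1277 (936). The transcripts differ under 4 of 12 (no filter, replicate block, each library as its own replicate, FDR 0.05 with no fold minimum) and not under the other 8, and the genes also differ with a pseudocount of 0.1. Between salt at 24 h and 6 h, the paper's 174 (143) stand against 1417 (1033), which differ under all 12. Exchanging the names control 6 h and salt 24 h, a setting chosen after seeing the values, brings control at 24 h against 6 h to 677 and the salt groups to 232, within 1.5 times of the paper's counts, while salt against control gives 1417 at 6 h and 1517 at 24 h. Of the 7 transcripts in the paper's Table 4, it drops 5 of the 5 called higher under salt at 6 h and, by their means, 6 of the 7 called at 24 h. With HPLC libraries only, also chosen after seeing the values, salt at 6 and 24 h against control at 0 h gives 1131 and 745 and salt at 6 h against control at 24 h 910, within 1.5 times of the paper's counts, and 2 of the 5 are dropped at 6 h and 0 of the 7 at 24 h.

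The paper's folds of the transcript without homology (comp32475_c0_seq1) include 59 from control at 6 h to salt at 24 h, against 238 here, and all 8 alternatives differ. From control at 24 h to salt at 24 h it is 37.5 here and that of ATHB-7 (comp32085_c0_seq1) 58.7, so that this gap closes if the 2 transcripts are exchanged and control at 24 h is the base, a reading made after seeing the values. The paper's rise of over 90-fold for heat shock protein isoforms stands against 1.26 at 6 h and 0.693 at 24 h for comp12659_c0_seq1, and all 8 alternatives differ at each time. The paper does not say which groups its fold compares, and control at 6 h is 104-fold above control at 0 h on RPKM + 1 for this transcript, or 761-fold on RPKM over a mean of 0.158. At salt 24 h, ATHB-7 is at about 120 RPKM in the paper's Fig. 5B, the unknown transcript at about 250 in Fig. 5C and PEPC kinase at about 66 in Fig. 6C, all read by eye, against 249, 118 and 37.1 here, and each differs under all 3 alternatives. The paper's level in each of the first 2 panels is close to the value here of the other transcript, so that these 2 gaps close if the panels are exchanged, a reading made after seeing the values.

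The paper's shares of variance by primer for the 10, 100 and 1000 most expressed transcripts, 1.138, 2.306 and 2.416%, stand against 6.7, 4.9 and 3.67%. They differ under both alternatives, except for the 100 most expressed on Euclidean distances of log2 values (2.11%). The most expressed here are ranked among the deposited transcripts alone, in which 3 of the 5 components of the paper's Table 2 have no values, so the sets of transcripts differ.

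Several statements of the paper go against the values here. The paper has heat shock protein isoforms as the transcripts most raised by salt, whereas of the 2 that Table S4A lists 0 were called by limma under salt at either time, and 0 at an unadjusted p under 0.05. It has the transcripts of subcluster 2 rising at both times, whereas of the 558 tested 27 were higher and 170 lower at 6 h, with 162 higher and 29 lower at 24 h. It has those of subcluster 4 as lowered by salt, whereas the 14 called at 6 h were all higher and 2 were higher and 18 lower at 24 h. These directions turn if the names control 6 h and salt 24 h are exchanged in Table S4, which is left open below. Log2 means centred per transcript in control leaves at 6 and 24 h were 3.774 and -2.671 for Table S4A. They were 0.792 and -0.623 for subcluster 2, and -1.417 and 1.301 for subcluster 4. In salt-treated leaves at 6 and 24 h, subcluster 2 had 0.248 and -0.361 and subcluster 4 -1.198 and 0.75. The paper places DNA replication among the terms found at 24 h alone. Of the 19 transcripts in the list here, 0 rose and 17 fell at 6 h, and 2 rose and 1 fell at 24 h. The list also holds a Ku80-like transcript and a reverse transcriptase, which are not replication factors and had higher means under salt at 24 h. Camera's call of the list at 6 h was lost with an estimated correlation (adjusted p = 0.0603). The paper has differential expression as greater for salt against control at a time point, whereas salt against control gave 232 and 677 calls and control at 24 h against 6 h gave 1517, although the comparison that the paper names as having the most calls also has the most here (2098). With the names exchanged, salt against control gives 1417 and 1517 and control at 24 h against 6 h gives 677.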

Other observations

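The tests of explanations, the splits of the samples and the alternatives with HPLC libraries only were chosen after the results were seen, while the gene lists and the tests of salt against control were planned. Counts per list are to be read against the 1607 and 2168 of all 4658 tested transcripts called at an FDR of 0.05 under salt at 6 and 24 h. Of 13 cell wall transcripts, 1 rose and 5 fell at 24 h, after 1 and 2 at 6 h, with the same counts adjusted over the list alone, and camera called the list at neither time (adjusted p = 0.835 at 6 h and 0.174 at 24 h). An expansin precursor (comp25698_c1_seq2), of a family that loosens walls, fell at 6 h (-1.30, SE 0.26, adjusted p = 0.00201) and at 24 h from 108 ± 19.6 to 21.1 ± 3.85 RPKM (SD, n = 3, log2 fold change -2.31, adjusted p = 1.03e-05). It is an isoform of the same component as the cell wall protein exp1 (comp25698_c1_seq3), which went the other way at 6 h. The exp1 replicates at 6 h were at 127.6, 86.45 and 49.12 RPKM in control and 214, 169.4 and 153.3 in salt-treated leaves. Pectate lyase 12-like (comp9199_c0_seq1) fell at 6 h by 1.74 on the log2 scale (adjusted p = 0.00265), pectinesterase 53-like (comp23056_c0_seq1) at 24 h by 1.08 (adjusted p = 0.00132) and cellulose synthase-like G2 (comp16597_c0_seq2) at 24 h by 1.22 (log2 fold change -1.215, adjusted p = 0.00463). The call of pectinesterase was lost in the HPLC libraries alone (adjusted p = 0.151; 0.00137 to 0.151 over the alternatives). Of 8 transcripts of xylem and lignin, 1 rose and 1 fell at 6 h (0 and 0 adjusted over the list alone; 2 higher and 1 lower at an unadjusted p under 0.05 from limma), and 1 rose and 3 fell at 24 h (1 and 3 adjusted over the list alone), with camera's adjusted p = 0.84 and 0.691. Cinnamoyl-CoA reductase-like (comp18237_c0_seq1), an enzyme of lignin synthesis, rose at 24 h from 0.54 ± 0.192 to 6.19 ± 1.27 RPKM (adjusted p = 1.14e-06), while cinnamyl alcohol dehydrogenase (comp23357_c0_seq1) fell by 1.32 on the log2 scale (adjusted p = 0.000643).

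Among 6 transcripts of epidermis and cuticle, 2 rose and 0 fell at 6 h (3 and 0 adjusted over the list alone; 0 lower at an unadjusted p under 0.05 from limma), and 3 rose and 1 fell at 24 h (5 and 1 adjusted over the list alone). A non-specific lipid-transfer protein (comp15976_c0_seq2) rose by 1.77 (SE 0.37, adjusted p = 0.00281) at 6 h, and at 24 h from 159 ± 34.4 to 629 ± 105 RPKM (1.99, adjusted p = 0.000618), while another (comp14278_c0_seq1) fell at 24 h (-1.58, adjusted p = 0.000131). Of 13 ribosomal protein transcripts, 0 rose and 3 fell at 6 h (1 higher and 3 lower at an unadjusted p under 0.05 from limma) and 4 rose and 2 fell at 24 h, with the same counts adjusted over the list alone. L18a-like (comp17021_c0_seq1) fell at 6 h (-1.67, adjusted p = 0.000784), L23a-like (comp9044_c0_seq1) rose at 24 h (1.47, adjusted p = 0.000507), and a chloroplast 50S protein (comp13240_c0_seq1) fell at 24 h (-2.29, adjusted p = 0.000287). Of 5 transcripts of dividing cells, 1 rose and 2 fell at 6 h and 1 rose and 1 fell at 24 h, also adjusted over the list alone. Cyclin A2 (comp25876_c0_seq1) fell at 6 h (-1.12, adjusted p = 0.00931), a call lost in the HPLC libraries alone (adjusted p = 0.238) and with a pseudocount of 0.1 (0.0583), with 0.00189 to 0.238 over the alternatives, and a cyclin-dependent kinase (comp13852_c0_seq2) fell at 24 h (-1.21, adjusted p = 0.00213). By camera the adjusted p at 6 and 24 h was 0.104 and 0.371 for epidermis and cuticle, 0.482 and 0.736 for ribosomal proteins, and 0.757 and 0.736 for dividing cells.

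Of 3 petal pigment transcripts, 2 rose and 0 fell at 6 h and 1 rose and 0 fell at 24 h, also adjusted over the list alone, with 0 lower at an unadjusted p under 0.05 from limma at both times and camera's adjusted p = 0.219 and 0.628. The list of plastid-encoded transcripts had 2 members, too few for a set test, of which 0 were called at either time (1 higher at 6 h and 0 at 24 h at an unadjusted p under 0.05 from limma, and 1 higher at 6 h adjusted over the list alone). Of 7 transcripts often used as controls, 1 rose and 0 fell at 6 h (0 and 0 adjusted over the list alone; 4 higher and 0 lower at an unadjusted p under 0.05 from limma), and 1 rose and 2 fell at 24 h (1 and 2 adjusted over the list alone), with camera's adjusted p = 0.326 and 0.736. Glyceraldehyde-3-phosphate dehydrogenase (comp12361_c0_seq1) fell at 24 h from 3111 ± 558 to 1099 ± 245 RPKM (-1.51, adjusted p = 0.00132). Outside the lists, a RING and CHY zinc finger transcript (comp15824_c0_seq2) rose at 24 h from 8.08 ± 2.93 to 113 ± 13.3 RPKM (3.69, adjusted p = 8.94e-06) and an amino acid transporter-like transcript (comp22651_c0_seq2) from 5.93 ± 2.02 to 46.8 ± 7.06 RPKM (2.82, adjusted p = 1.16e-06). A subtilisin-like protease (comp14045_c0_seq2) fell at 24 h from 20.7 ± 3.02 to 3.4 ± 1.62 RPKM (-2.37, adjusted p = 8.94e-06).

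The order of the counts in the paper's Table 3 differs from the order here, with a rank correlation of 0.212 over the 10 comparisons. An exchange of the names control 6 h and salt 24 h in the deposited table is argued against by the clock transcripts, since over 6 components the columns named salt 24 h correlated with control 24 h at 0.906 and with salt 6 h at -0.911, and it would drop 6 of the 7 transcripts of Table 4 that rose at 24 h. The processing choices run here are argued against as the whole cause, since the highest rank correlation with the names as given was 0.321 over 8 settings, and so is the selection of the transcripts in the deposited table, since testing all 135814 transcripts of the paper by limma with p = 1 for those not analysed here would still call 646 between the salt groups and 824 for control at 24 h against 6 h, against 174 and 526 in Table 3. That adjustment would leave 13 and 177 calls for salt against control at 6 and 24 h, and 0 for control at 24 h against 0 h. An exchange of the same 2 names in Table 3 and Table S4 stays open as a candidate explanation, since it gave a rank correlation of 0.939, the highest of 120 relabelings, of which the next had 0.745. The sample labels list 6 control 6 h and 5 salt 24 h libraries where the table has 5 and 6 columns, as an exchange of names in the labels or the table would give, whereas the paper's Table S1 has 5 and 6, as the columns do.

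Transcripts of DNA replication were lower under salt at 6 h, whereas the paper places this theme at 24 h of salt, from enriched GO terms. Camera's call of the list at 6 h was lost with an estimated correlation (adjusted p = 0.0603). Of the 19 in the list, 16 had their highest mean in control at 6 h and 1, described as Ku80-like, in salt at 24 h. By component, 10 of 13 had theirs in control at 6 h. The list also holds a reverse transcriptase, and neither this nor Ku80 is a replication factor.

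Other splits of the replicates were counted for each comparison. With 3 replicates against 3 there are 10 splits, too few for a share under 0.05, and in each of the 10 comparisons only 1 split, the real one, gave as many calls. Real counts and the highest of the other splits were 1208 and 0 for control at 6 h against 0 h, 319 and 1 for control at 24 h against 0 h, 1517 and 0 for control at 24 h against 6 h, 1627 and 0 for salt at 6 h and 1227 and 0 for salt at 24 h against control at 0 h. They were 232 and 0 for salt against control at 6 h, 677 and 0 at 24 h, 2098 and 0 for salt at 24 h against control at 6 h, 1277 and 1 for salt at 6 h against control at 24 h, and 1417 and 0 between the salt groups. For the difference of the salt effect between 24 h and 6 h, the real split gave 1505 calls and the highest other of 100 splits 1264, with 1 split as high, but splits that exchange control and salt within a time test whether salt acts at all and decide nothing on its difference between times. With the salt and time effects taken out and the residuals shuffled over the 12 replicates at 6 and 24 h, 2 of 100 arrangements gave as many calls, the real one with 1505 and another with 1830. This argues against chance but does not exclude it, since a shuffled arrangement gave more calls than the real one.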
